# Allyl-isothiocyanate treatment induces a complex transcriptional reprogramming including heat stress, oxidative stress and plant defence responses in *Arabidopsis thaliana*

**DOI:** 10.1186/s12864-016-3039-x

**Published:** 2016-09-17

**Authors:** Ralph Kissen, Anders Øverby, Per Winge, Atle M. Bones

**Keywords:** Glucosinolates, Isothiocyanates, Transcriptomics, Microarray, Heat stress, Oxidative stress, Plant defence, Cell death

## Abstract

**Background:**

Isothiocyanates (ITCs) are degradation products of the plant secondary metabolites glucosinolates (GSLs) and are known to affect human health as well as plant herbivores and pathogens. To investigate the processes engaged in plants upon exposure to isothiocyanate we performed a genome scale transcriptional profiling of *Arabidopsis thaliana* at different time points in response to an exogenous treatment with allyl-isothiocyanate.

**Results:**

The treatment triggered a substantial response with the expression of 431 genes affected (*P* < 0.05 and log_2_ ≥ 1 or ≤ -1) already after 30 min and that of 3915 genes affected after 9 h of exposure, most of the affected genes being upregulated. These are involved in a considerable number of different biological processes, some of which are described in detail: glucosinolate metabolism, sulphate uptake and assimilation, heat stress response, oxidative stress response, elicitor perception, plant defence and cell death mechanisms.

**Conclusion:**

Exposure of *Arabidopsis thaliana* to vapours of allyl-isothiocyanate triggered a rapid and substantial transcriptional response affecting numerous biological processes. These include multiple stress stimuli such as heat stress response and oxidative stress response, cell death and sulphur secondary defence metabolism. Hence, effects of isothiocyanates on plants previously reported in the literature were found to be regulated at the gene expression level. This opens some avenues for further investigations to decipher the molecular mechanisms underlying the effects of isothiocyanates on plants.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3039-x) contains supplementary material, which is available to authorized users.

## Background

Isothiocyanates (ITCs) are a group of chemicals that can be generated by certain plants when secondary metabolites called glucosinolates (GSLs) are degraded by the enzymatic activity of myrosinase. Under certain reaction conditions other products such as nitriles and epithionitriles can be produced instead of ITCs [1, 2].

The effects of ITCs on human and animal cells are well documented such as modulating phase I and phase II enzymes, the antioxidant capacity, cell cycle and programmed cell death [3]. The role of ITCs in plant defence against insect pests and plant pathogens has also been extensively studied. ITCs have been shown to lead to reduced insect growth and development, as well as reduced offspring [4]. They also attract parasitoids of insect pests [5]. ITCs can lead to reduced bacterial proliferation and fungal growth [6, 7], although the molecular mechanisms leading to these effects are largely unknown.

As ITCs are generated upon plant tissue damage such as that occurring during herbivory, ITCs might in addition trigger plant defence responses. The effects of ITCs on the plants themselves have only been scarcely studied, but have gained more attention lately [8]. Incorporation into the soil of GSL-producing plant material or pure ITCs has been shown to have herbicidal activity [9, 10]. Application of high doses of ITCs directly onto plants has been shown to be phytotoxic while lower doses seem to render the plants more resistant to subsequent heat stress [11, 12]. Other studies have shown that an ITC treatment can lead to the closure of stomata in vitro [13, 14]. We have recently started to look at the molecular and cellular effects of ITCs in plants [15–18] in order to find the molecular mechanisms underlying some of these macroscopic observations.

To lay a basis for further mechanistic investigations we performed a genome scale transcriptional profiling of the *Arabidopsis thaliana* response to an exogenous treatment with allyl-isothiocyanate (allyl-ITC) at three time points: 30 min, 1 h and 9 h. Allyl-isothiocyanate is derived from the glucosinolate sinigrin, which is abundant in black mustard [19] as well as some accessions of the model plant *A. thaliana* [20]. The data illustrates that ITC in addition to its known toxic effect at higher doses elicits a complex and dynamic gene response that bears signatures of other abiotic and biotic stress responses. The aim of the present manuscript is to give a general overview of this transcriptional response, discuss in more detail some aspects of the response that we consider particularly interesting and point at some possible directions for further investigations of the effect of isothiocyanates on plant metabolic processes.

## Results and Discussion

### Extent and dynamics of the transcriptional response to allyl-ITC

To analyse the early transcriptional response of *Arabidopsis thaliana* to an exogenous exposure with allyl-isothiocyanate (allyl-ITC), we performed genome scale transcriptional profiling by microarray at 30 min and 1 h. In addition, to assess the later *A. thaliana* response we chose a 9 h time point, after having performed pilot studies at different time points. 

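Shoots of 10-day-old Col-0 seedlings were exposed in closed Petri dishes to the vapour of allyl-ITC diluted in rape seed oil, of which 200 µl lay on filter paper, or to the oil alone (mock). The exposures lasted 30 min, 1 h and 9 h. Each of the 6 groups is represented by 2 arrays, 12 in all, and the shoots were harvested separately from 2 Petri dishes. The paper gives 200 ng as the amount of RNA labelled, and the sample labels give between 83 and 200 ng; 1650 ng of labelled cRNA was put on each array. The arrays are one-colour Agilent 4 × 44K Arabidopsis arrays. The authors deposited, for each array, the spot values that the Feature Extraction software wrote, with the mean signal intensity of each spot before any normalization and its quality marks. Of 45220 spots per array, 1417 are controls, and the other 43803 carry 43603 probes. Between 73.7 and 78.4 % of the probes were well above background on an array (median 77 %). Between 4 and 73 spots per array were marked as outliers and left out, and spots not well above background had weight 0.5. The values were put on a log2 scale and quantile normalized without background subtraction, as the paper states. The paper does not name the signal column, and the mean signal was used here; the values in the deposited table lay closer to the median signal (median absolute log2 difference 0.00386) than to the mean signal (0.0196). Replicate spots of a probe were averaged, and the probes of a gene were averaged by an additive fit of probe and array with these weights. Where the weights of a gene's probes differ, its log2 ratio is therefore not their plain mean. This gave 29043 genes, of which 21299 had 1 probe. limma was fitted to all 12 arrays with a mean for each group, and p-values were adjusted for each comparison by the Benjamini-Hochberg method over all genes. A gene is called affected at an adjusted p below 0.05 and a log2 ratio of at least 1 or at most -1; SE is the standard error of a log2 ratio of ITC to mock from this fit, with 2 arrays in each group. A difference between the log2 ratios of 2 time points was tested in the same fit. With 2 arrays per group, the number of arrays limits the precision of every value. The replicate arrays of a group had a median absolute difference of 0.0881 to 0.124 log2 units per gene. A probe that was not well above background on either array of a group gives only a lower limit of a fold change: the mean of the bright group is set against the signal of the faintest probe still well above background on each dim array, or against the probe's own signal where that is higher. Such limits are worded as "at least". They take account of the background only and not of the spread between arrays. The genes named beside the results are those that the paper names in its text, figures and Additional files for each result, the 10 most upregulated and the 10 most downregulated genes of each time point, and the highest and lowest members of long lists. Among 346 genes that the paper names, 46, 202 and 248 were affected at 30 min, 1 h and 9 h, and in every one of these cases both ITC arrays lay beyond both mock arrays in the direction given. The arrays of each time point were processed on their own slides: the 30 min arrays on 1 slide, the 9 h arrays on another, and at 1 h each replicate, with its mock and its ITC array, on a slide of its own. A log2 ratio therefore compares arrays of the same slides, whereas levels at different time points come from different slides.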

Analysis at these three time points shows that the extent of the transcriptional response to the allyl-ITC treatment increased with the duration of exposure. Indeed, the number of genes whose expression was affected (*P* < 0.05 and log_2_ ≥ 1 or ≤ -1) increased from 431 after 30 min, to 1745 after 1 h and 3915 after 9 h of exposure to allyl-ITC (Fig. 1; Table 1; Additional file 1). 

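The expression of 437 genes was affected at 30 min, of 1762 at 1 h and of 4013 at 9 h, out of 29043 genes tested. Among these, 5, 110 and 338 genes had in each probe a dimmer group not well above background or a brighter group at saturation, so that the size of their ratios is not fixed by the signal. Genes with several probes made up 110, 434 and 1045 of the affected genes. At least 1 of their probes had an absolute log2 ratio under 1 in 21, 92 and 296 cases. The alternative that moved the numbers most was the use of the adjusted p alone, without the limit on the log2 ratio, which gave 5321, 7852 and 14608 genes. With the limit kept, the numbers ranged from 348 (limma on each time point alone) to 611 (background-subtracted processed signal) at 30 min, and from 3586 (normexp background correction) to 5722 (processed signal) at 9 h. The log2 ratio of 9 h differed from that of 30 min for 4468 genes, by a difference of at least 1 and an adjusted p below 0.05 in limma; for 1 h against 30 min the number was 1996.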

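At 30 min, 252 genes were upregulated and 185 downregulated. At 1 h the numbers were 1364 and 398, and at 9 h 2386 and 1627. At 30 min the larger share depends on 1 array: without the first mock array, 184 genes were upregulated and 224 downregulated. With any of the other 3 arrays of that time point left out, the upregulated genes remained the larger group, as they did at 1 h and 9 h with each array left out. Where an array is left out, the remaining array of its group is assumed to vary like those of the other groups.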

At all three time points the majority of the affected genes were upregulated: 245 at 30 min, 1337 at 1 h and 2325 at 9 h. 

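Downregulated genes made up 42.3 % of the affected genes at 30 min, 22.6 % at 1 h and 40.5 % at 9 h. The share at 30 min ranged from 38.5 % with the processed signal to 54.9 % without the first mock array. At 1 h it lay, with the limit on the log2 ratio kept, between 20.8 and 27.7 %, below the range of 39 to 46.2 % at 9 h. With the adjusted p alone the downregulated genes were the larger group at each time point, 2698 of 5321 at 30 min, 4764 of 7852 at 1 h and 8856 of 14608 at 9 h, and the share at 1 h was not below that at 9 h.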

While at the 30 min and 9 h time points around 40 % of the genes were downregulated, the proportion of downregulated genes at 1 h decreased to 23 %.

**Fig. 1:**
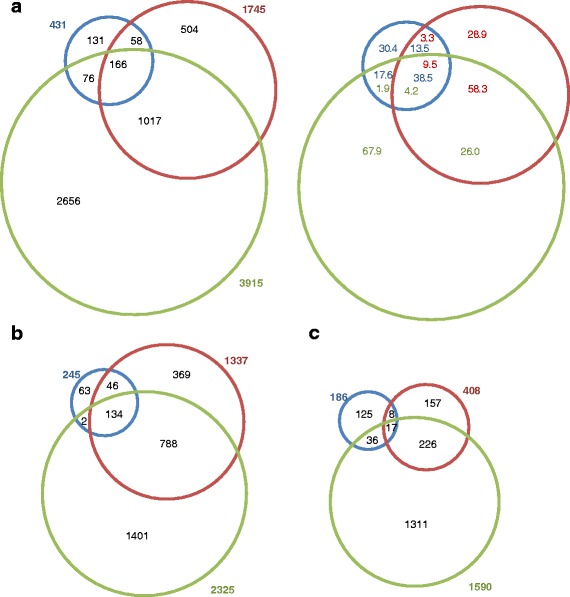
Overlap of genes whose expression is affected at the three time points. Venn diagrams showing the overlap of (**a**) affected (*P* < 0.05 and log_2_ ≥ 1 or ≤ -1) genes between 30 min (blue), 1 h (red) and 9 h (green) in absolute values (left) and percentages (right), (**b**) induced genes and (**c**) repressed genes

**Table 1:** Number of genes whose expression levels are significantly affected by exposure to allyl-ITC at the three time points

	30 min	1 h	9 h
Upregulated	245	1337	2325
Downregulated	186	408	1590
Total	431	1745	3915

Also the overall intensity of the response varied between time points: the log_2_ value of the most upregulated gene increased from 4.7 to 8.3 to 11.6 from early to late time points, the log_2_ value of the most downregulated gene went from -3.5 to -3.8 to -4.8 (Table 2). 

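LSU3 (At3g49570), a gene induced by sulphur deficiency, had the largest log2 ratio at 30 min, 4.75 (SE 0.17, adjusted p = 8.82e-06). At 1 h it was CML37 (At5g42380), a calmodulin-like protein, with 8.41 (SE 0.55, adjusted p = 6.12e-06), from 2 probes at 8.16 and 8.61. At 9 h it was the plastid small heat shock protein HSP21-P (At4g27670), with 11.64 (SE 0.47, adjusted p = 1.47e-07). The probe of HSP21-P was not well above background on either mock array at 9 h, so that the induction was at least 2614-fold. The lowest log2 ratios were -3.51 (SE 0.88, adjusted p = 0.0268) for At2g44240 at 30 min, -3.75 (SE 0.14, adjusted p = 2.49e-07) for the SAUR-like gene At1g29460 at 1 h and -4.80 (SE 0.21, adjusted p = 2.26e-07) for HMT3 (At3g22740) at 9 h. At2g44240 was not well above background on either ITC array at 30 min, and by background alone its fall was at least 10.3-fold. Its log2 ratios, taken by replicate number, had an SD of 1.76, so that a smaller fall is not excluded. In a fit of the 30 min arrays alone At2g44240 was not affected, and the lowest log2 ratio of an affected gene was -2.72. Without the first mock array the largest log2 ratio at 30 min was 7.42, and with the processed signal the largest at 9 h was 14.63.

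**Figure D1:**
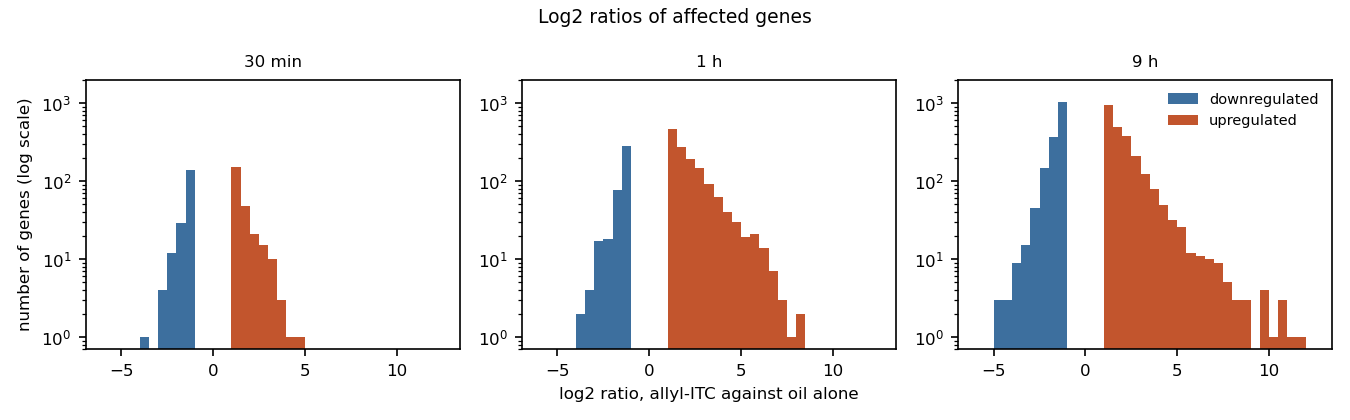
Log2 ratios of ITC to mock of the affected genes at 30 min, 1 h and 9 h, in bins of 0.5, with the number of genes on a log scale. Upregulated genes reach 4.75, 8.41 and 11.64, and downregulated genes -3.51, -3.75 and -4.80.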

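Among upregulated genes the mean log2 ratio was 1.60 at 30 min, 2.28 at 1 h and 2.12 at 9 h, and the median 1.38, 1.86 and 1.70. Among downregulated genes the mean was -1.39, -1.44 and -1.50, and the median -1.26, -1.29 and -1.33, both lowest at 9 h. The median of the downregulated genes at 30 min moved from -1.34 to -1.16 with a mock array left out, a range that includes the medians at 1 h and at 9 h.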

The maximum absolute values for the mean and median were situated at the 1 h time point for upregulated genes but at the 9 h and 30 min time points respectively for the down regulated genes (Table 2).

**Table 2:** Intensity of the response to allyl-ITC

		30 min	1 h	9 h
Upregulated	Maximum	4.71	8.34	11.58
	Mean	1.61	2.26	2.12
	Median	1.37	1.87	1.72
Downregulated	Maximum	-3.54	-3.77	-4.79
	Mean	-1.25	-1.45	-1.50
	Median	-1.40	-1.29	-1.34

The values indicate the maximum, mean and median values of the log_2_ ratios of genes affected by allyl-ITC compared to the mock treatment

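Of the genes affected at 30 min, 133 (30.4 %) were affected at no other time point. At 1 h the number was 487 (27.6 %) and at 9 h 2729 (68 %). A gene that is affected at one time point only can have a similar log2 ratio at another. A difference was counted here at an adjusted p below 0.05 in limma and a size of at least 1. By this rule the log2 ratio differed from that of both other time points for 46, 170 and 1367 of these genes. It differed from neither for 47, 111 and 376, which may include smaller tested differences.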

The numbers of genes that were only affected at one of the three time points were 131, 504 and 2656 at 30 min, 1 h and 9 h respectively (Fig. 1). This represented less than one third of the total number of affected genes at the two early time points and two thirds at the 9 h time point.

Early and later responses to allyl-ITC exposure differed thus in many of their characteristics. However as can be seen in Fig. 1, 38 % of the genes (i.e. 166) affected at the earliest time point were also affected at the two later time points (Fig. 1). 

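At all 3 time points 171 genes were affected, which is 39.1 % of those affected at 30 min. Of these, 140 were upregulated and 17 downregulated throughout, and the rest changed direction. Without the first mock array of 30 min the share was 32.4 %. The 1 h and 9 h time points shared 1042 genes that were not affected at 30 min. The paper concludes from the differences between the time points that the early and the later response were unlike in many respects, and sets this overlap against it.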

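Genes affected at all 3 time points were grouped by the sign of the log2 ratio at 30 min and by whether the ratio rose or fell in each of the 2 following steps, after Fig. 2. In 4 genes the log2 ratio was negative and fell in both steps (cluster I), and in 32 it was positive and rose in both (cluster VIII). Not every step exceeded the error: 11 genes of cluster VIII had a tested difference (adjusted p below 0.05 in limma) in both steps. In cluster I no single step was a tested difference, but 2 genes differed between 30 min and 9 h. Clusters IV and V held 4 and 3 genes. Among genes with the same direction at all time points, the largest absolute log2 ratio was at 30 min for 4 downregulated genes and for no upregulated gene.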

When assessing in more detail the response dynamics of the genes affected at all three time points, 5 and 29 genes showed a continuous increase in down- and up-regulation from early to late time points (i.e. maximum of regulation at the 9 h time point) (Fig. 2; clusters I and VIII). Only 3 genes each showed their maximum of respectively down- and up-regulation at the earliest time point (clusters IV and V). 

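In 109 genes, the largest of the 8 groups, the log2 ratio was positive at 30 min, rose to 1 h and fell to 9 h. For 79 of them both steps were tested differences. The rise to 1 h was a tested difference for 100 and the fall to 9 h for 81. The number ranged from 74 without the first mock array of 30 min to 137 with the processed signal. LSU3, STZ (At1g27730) and ZAT6 (At5g04340) belong here, with tested changes from 1 h to 9 h of -1.93, -2.95 and -3.30.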

Cluster VII was the largest cluster and contained 106 genes that were affected at all three time points with the highest induction at the 1 h time point (Fig. 2).

**Fig. 2:**
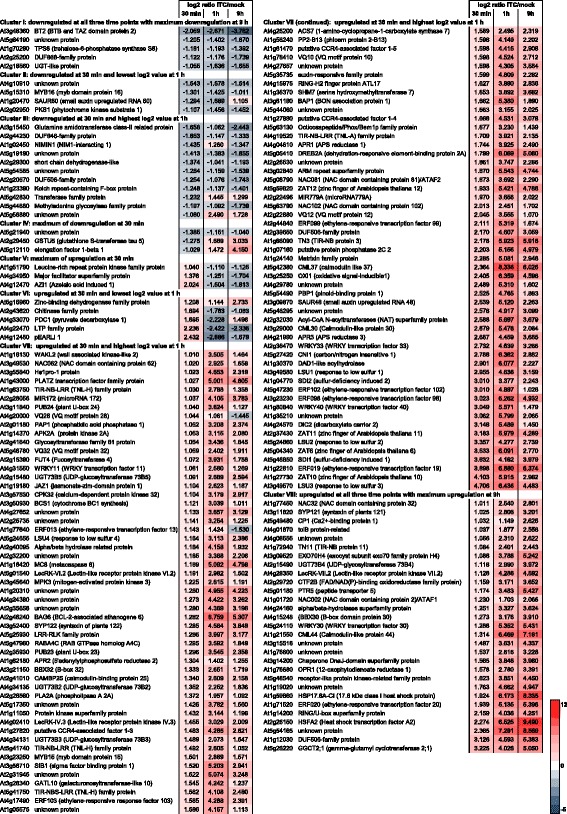
Dynamics of the allyl-ITC response. Genes significantly affected by the allyl-ITC treatment at all three time points are clustered based on the changes in log_2_ ratios ITC/mock between time points. The colour scale goes from blue (downregulated by allyl-ITC) to red (upregulated by allyl-ITC) and the extremes are set to cover the range of the log_2_ ratios for the most affected genes in the whole dataset

Regarding the large number of genes that were affected by the allyl-ITC treatment, it is clear that describing all the transcriptional changes is beyond the scope of any article. The analysis of gene ontology (GO) categories overrepresented among the affected genes indicated that a considerable number of different biological processes were affected. Interesting patterns were revealed during these analyses, such as for example multiple responses to stress and stimuli, signalling, death and innate immunity for genes upregulated at all three time points (Figs. 3 and 4). We chose, therefore, a triple approach for this article: 1) relate transcriptional changes to the biosynthetic steps connected to the generation of ITCs, 2) show transcriptional changes that might explain effects of ITCs on plants that were reported in the literature and 3) present what we consider to be some of the most interesting aspects of this study that incite further investigation.

**Fig. 3:**
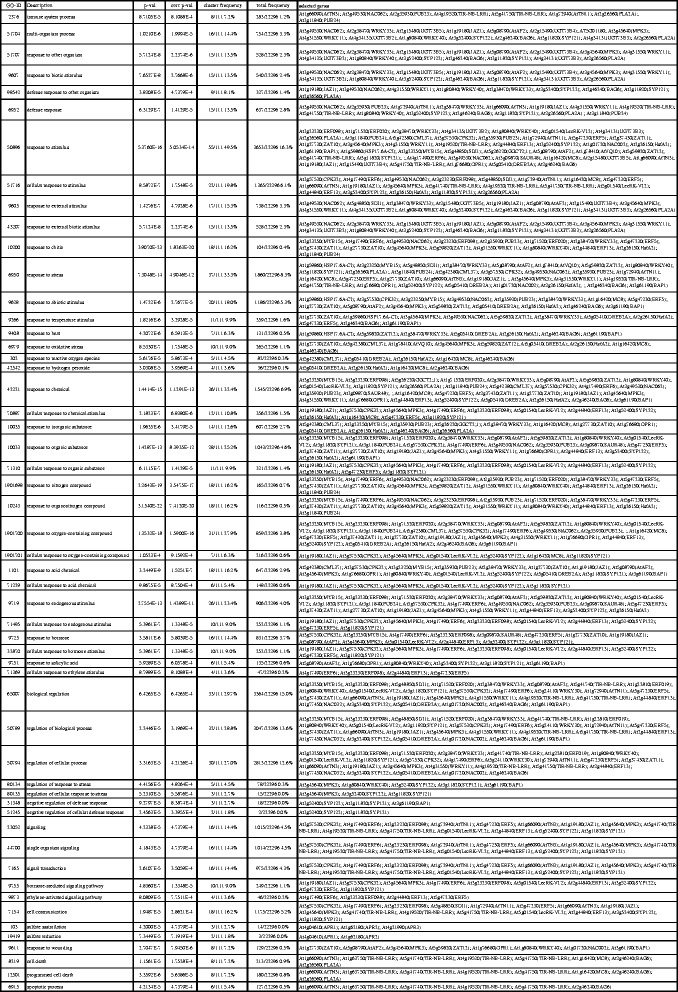
GO categories overrepresented among genes induced at the three time points. List of Gene Ontology (GO) categories overrepresented, as identified using BiNGO (hypergeometric test; Benjamini & Hochberg False Discovery Rate (FDR) correction; significance level 0.001), among the genes that were induced by allyl-ITC at all three time points

**Fig. 4:**
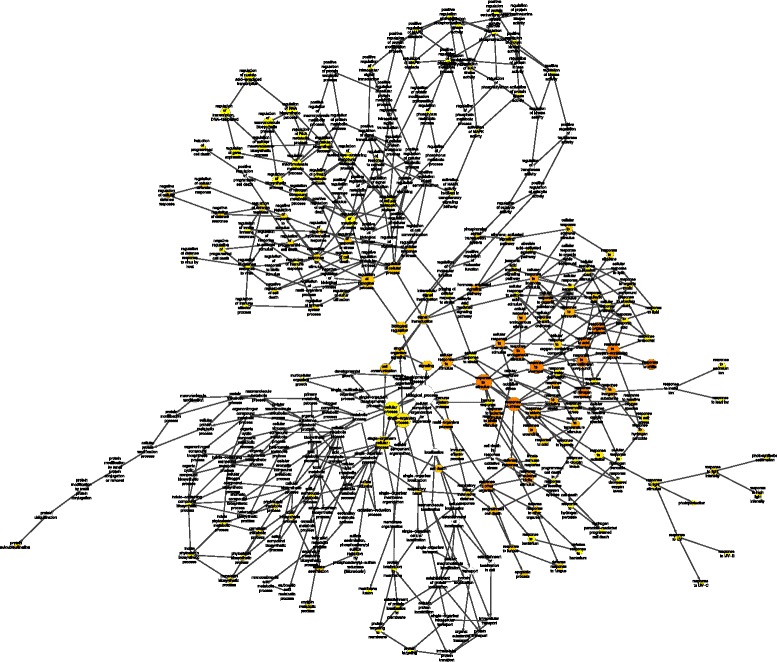
Network representation of overrepresented GO categories. Gene ontology (GO) categories that are overrepresented among the genes induced at all three time points of allyl-ITC treatment were identified and represented using the Cytoscape plugin BiNGO (hypergeometric test; Benjamini & Hochberg False Discovery Rate (FDR) correction; significance level 0.05)

### Allyl-ITC shows a differential effect on the expression of genes involved in GSL biosynthesis and degradation

Considering the fact that isothiocyanates such as allyl-ITC are degradation products of glucosinolates (GSLs), the response of genes involved in their biosynthesis and catabolism is of particular interest. Only twelve GSL-biosynthetic genes were significantly affected at the two early time points of 30 min and 1 h (Fig. 5). Among them were genes (putatively) involved in the biosynthesis of indolic GSLs such as *CYP81F2*, *IGMT2* and related *O-methyltransferase* [21], which were all upregulated. Most of these were also induced at the last time point of 9 h. 

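Of the 26 genes of aliphatic GSL biosynthesis in Fig. 5, none was affected at 30 min and 4 were downregulated at 1 h. Of the 12 genes of the indolic pathway, 1 was upregulated at 30 min, and 5 were upregulated and 2 downregulated at 1 h. The log2 ratio at 1 h was 4.04 (SE 0.25, adjusted p = 4.06e-06) for CYP81F2 (At5g57220), 3.12 (SE 0.13, adjusted p = 5.63e-07) for IGMT2 (At1g21120), 3.18 (SE 0.17, adjusted p = 2.32e-06) for the related methyltransferase At1g21110 and 2.52 for At1g21130, of whose probes at least 1 matches several loci. The downregulated genes were AOP2 (At4g03060) at -1.89, CYP83B1 (At4g31500) at -1.14 and the MYB genes MYB28 (At5g61420) at -1.62, MYB76 (At5g07700) at -1.48, MYB29 (At5g07690) at -1.21 and MYB34 (At5g60890) at -1.33. At 9 h CYP81F2, IGMT2 and At1g21110 remained upregulated, with log2 ratios of 1.49, 2.44 and 3.00. At1g21130 was at 0.84, under the limit, a tested change of -1.68 from 1 h.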

Interestingly, the transcription factor *MYB51/HIG1* [22] was the only gene of this pathway that was affected more than two-fold after 30 min. In addition it was the only member of the *MYB* genes regulating GSL biosynthetic genes that was induced by allyl-ITC. Indeed the great majority of genes involved in the biosynthesis of aliphatic GSLs (*CYP79F1*, *CYP79F2*, *CYP83A1*, *FMO*_*GS-OX1*_, *MYB28*, *MYB29*, *MYB76*) and indolic GSLs (*CYP79B2*, *CYP79B3*, *CYP83B1*, *MYB34*, *MYB122*) [23] were downregulated, especially at the latest time point (Fig. 5). This indicates that the treatment with exogenous ITC might have a negative feedback on GSL biosynthesis, although the effect on GSL levels would not be expected to be seen after such a short exposure time. 

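MYB51 (At1g18570) had a log2 ratio of 1.26 (SE 0.22, adjusted p = 0.00681) at 30 min and 2.52 (SE 0.22, adjusted p = 3.68e-05) at 1 h, with both ITC arrays above both mock arrays. At 9 h it was -0.66 (SE 0.22, adjusted p = 0.0316), a tested change of -3.18 (SE 0.31, adjusted p = 0.000135) from 1 h. The call at 30 min depends on the first mock array, without which the log2 ratio was 1.11 with an adjusted p of 0.0517. No other gene of GSL biosynthesis in Fig. 5 was affected at 30 min. CYP81F2 came next with 0.90, and AOP2, GSTF11 (At3g03190) and MYB76 were the lowest with -0.89, -0.80 and -0.80.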

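At 9 h 24 of the 26 genes of aliphatic GSL biosynthesis in Fig. 5 and 6 of its 12 of the indolic pathway were downregulated. Fig. 5 gives only genes that the paper found affected, so that these are not shares of the whole pathways. The log2 ratio was -4.42 (SE 0.23, adjusted p = 6.29e-07) for CYP79F1 (At1g16410), -2.72 for CYP79F2 (At1g16400), -3.50 (SE 0.08, adjusted p = 7.12e-09) for CYP83A1 (At4g13770) and -3.82 for FMO GS-OX1 (At1g65860). The regulators MYB28 and MYB29 were at -2.04 and -3.67. MYB76 was not well above background on either ITC array and fell at least 4.44-fold. Among indolic genes the log2 ratio was -2.97 (SE 0.24, adjusted p = 9.48e-06) for CYP79B2 (At4g39950), -2.71 for CYP79B3 (At2g22330), -2.11 for CYP83B1 and -1.65 for MYB34. MYB122 (At1g74080) was not affected at any time point. Its probe was well above background on no array at 1 h and on no ITC array at 9 h. By background alone its fall at 9 h was at least 1.96-fold, but the spread was large (SE 0.60, adjusted p = 0.172). A fall was therefore not established. The upregulated genes of the aliphatic pathway were GGP1 (At4g30530) at 1.07 and FMO GS-OX4 (At1g62570) at 1.46. Of the alternatives, leaving out the second ITC array moved CYP79F1 most, to -3.98, and the processed signal moved AOP2 most, from -4.29 to -4.66. GSTU20 (At1g78370), at -1.03, was not affected with either scaling to the 75th percentile, nor without the first ITC array. From these changes the paper proposes that exogenous ITC might have a negative feedback on GSL biosynthesis.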

Whether this negative feedback is mediated directly by the GSL degradation product ITC, due to depletion of glutathione (GSH) [16] which is the sulphur donor in the biosynthesis of GSL [24] or through a sulphur starvation response (discussed later) would require further testing. In contrast to the downregulation of most GSL-biosynthetic genes, some of the genes involved in the degradation of GSLs were induced after 9 h of allyl-ITC treatment. 

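Of the 5 genes of GSL degradation and nitrile metabolism in Fig. 5, 3 were upregulated and 1 downregulated at 9 h. NSP5 (At5g48180) rose most, with a log2 ratio of 2.62 (SE 0.15, adjusted p = 1.11e-06) and a tested increase of 1.56 (SE 0.21, adjusted p = 0.000774) over 1 h. NIT3 (At3g44320) was at 1.15 (SE 0.11, adjusted p = 2.93e-05). The transporter gene GTR2 (At5g62680) was downregulated, at -1.25.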

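TGG1 (At5g26000) had log2 ratios of 0.13, 0.24 and -0.25 at 30 min, 1 h and 9 h, and TGG2 (At5g25980) of 0.24, 0.09 and -0.47; neither was affected at any time point. PEN2 (At2g44490) was upregulated at 1 h, at 1.40 (SE 0.13, adjusted p = 5.34e-05). At 9 h it was at 0.44 (SE 0.13, adjusted p = 0.0182), under the limit on the log2 ratio, after a tested change of -0.96. NSP5 was affected at 1 h as well, at 1.07 (SE 0.15, adjusted p = 0.000734), but not without the first mock array.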

Although the myrosinases *TGG1* and *TGG2* were not affected at the gene expression level, the atypical myrosinase *PEN2* was induced [25]. *NSP5*, one of the nitrile-specifier proteins known to divert GSL hydrolysis from the generation of ITCs to that of nitriles [26] was also induced. Concomitantly, the expression of the gene encoding epithiospecifier modifier 1 (ESM1) that favours the formation of ITCs [27] was reduced. The genes for nitrilases NIT2 and NIT3, which have been shown to act in vitro on several GSL-derived nitriles to generate a carboxylic acid and ammonia [28] and hypothesized to be involved in the endogenous catabolism of GSLs [29], were also induced. These gene expression changes indicate that the plant might sense the presence of exogenously applied ITC, reduce the biosynthesis of GSLs and prevent the generation of endogenous ITC from GSL breakdown by favouring the generation of nitriles and their further catabolism by nitrilases. It would therefore be interesting in future experiments to follow the levels of GSLs and their degradation products in plants exposed to ITC for a longer period of time.

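ESM1 (At3g14210) had a log2 ratio of -1.73 (SE 0.12, adjusted p = 4.61e-06) at 9 h and -0.74 at 1 h, under the limit. NIT2 (At3g44300) was downregulated at 1 h, at -1.94 (SE 0.31, adjusted p = 0.0018), and upregulated at 9 h, at 1.08 (SE 0.31, adjusted p = 0.0181), a tested difference of 3.02 (SE 0.44, adjusted p = 0.00124). The call of NIT2 at 9 h was lost without the second mock array, at 0.94, and without the second ITC array, at 0.88. NIT3 was not affected at 1 h, at -0.11.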

**Fig. 5:**
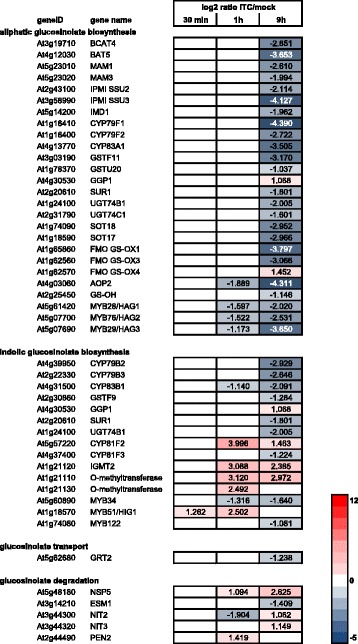
Glucosinolate-related genes affected by allyl-ITC. Changes in expression levels (log_2_ ratios) of genes involved in the biosynthesis, transport and degradation of glucosinolates after 30 min, 1 h and 9 h of allyl-isothiocyanate treatment, compared to the mock treatment. Only values for genes significantly affected at one time point at least are indicated. The colour scale goes from blue (downregulated by allyl-ITC) to red (upregulated by allyl-ITC) and the extremes are set to cover the range of the log_2_ ratios for the most affected genes in the whole dataset

### Allyl-ITC affects genes involved in glutathione homeostasis

ITCs have been shown to conjugate to glutathione (GSH) in humans, rats and insects by non-enzymatic or enzymatic processes, the enzymatic conjugation being mediated by glutathione transferases (GSTs) [30–33]. Studies in various mammalian systems have shown that ITCs can lead to an induction of GST gene expression levels and higher GST activities (for review [34]). In our present study, the expression of several GSTs was affected by the allyl-ITC treatment, the vast majority being induced after 9 h of allyl-ITC exposure. 

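The paper's text lists no GSTs by name, so the 49 genes with a RefSeq symbol or synonym of a GST were counted. This choice was made after the values had been seen. At 9 h 21 were upregulated and 4 downregulated, with a median log2 ratio of 0.66. At 1 h 5 were upregulated and none downregulated, and at 30 min 1 was upregulated and 2 were downregulated. The highest log2 ratio at 9 h was that of GSTU2 (At2g29480), 3.48 (SE 0.18, adjusted p = 7.01e-07), and the lowest that of GSTF11, -3.20, a gene also listed for aliphatic GSL biosynthesis. The number upregulated at 9 h was 20 with the processed signal, 20 with the mean signal scaled to its 75th percentile and 19 with normexp.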

A detailed description of the effects of allyl-ITC on the expression of different GSTs will be published elsewhere (Øverby et al., in preparation).

As a conjugation of ITCs to GSH has, to our knowledge, not yet been documented in vivo for plants it would be interesting to attempt the detection of GSH-ITC and related conjugates in plant tissue. The reversible nature of this conjugation may however complicate the analysis and as this reaction can occur non-enzymatically, the presence of these conjugates would not definitely prove the implication of GSTs in this process either.

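The gene encoding dehydroascorbate reductase 2 was upregulated at 1 h, with a log2 ratio of 1.86 (SE 0.16, adjusted p = 3.92e-05), and at 9 h, with 3.06 (SE 0.16, adjusted p = 7.55e-07). At 30 min the value was 0.61 (SE 0.16, adjusted p = 0.0324), under the limit on the log2 ratio, and the rises from 30 min to 1 h (1.24) and from 1 h to 9 h (1.20) were both tested differences.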

The expression of *DHAR2* (At1g75270) was also induced by ITC. Although DHARs belong to the GST superfamily, they do not carry out classic GST-type conjugations but reduce dehydroascorbate to ascorbate, concurrently oxidising GSH to glutathione disulphide (GSSG) [35].

If exposure to allyl-ITC leads to a conjugation with GSH and/or an oxidation of GSH to GSSG as the gene expression patterns might indicate, then levels of GSH would be expected to decrease unless the plant increases GSH biosynthesis and/or reduces GSSG to GSH. In a previous study with allyl-ITC, we showed that GSH levels decreased to about half after 1 h treatment and were maintained for the next two hours of the experiment [16]. 

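The cytosolic glutathione reductase gene had a log2 ratio of 1.80 (SE 0.09, adjusted p = 3.84e-07) at 9 h, the mean of 2 probes at 1.66 and 1.93. At 30 min and 1 h it was at -0.16 and -0.18 and was not affected; the change from 1 h to 9 h was 1.97 (SE 0.12, adjusted p = 1.41e-05).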

The increased expression (log_2_ = 1.8) of the glutathione reductase *GR1* (At3g24170), responsible for the reduction of GSSG to GSH in the cytosol, after 9 h of ITC treatment in the current experiment might indeed indicate that at least part of the GSH pool is maintained. There was no indication at the transcriptional level of an increased synthesis of GSH as neither *GSH1* (At4g23100) nor *GSH2* (At5g27380), encoding the enzymes that catalyse the two steps leading from cysteine to GSH, were induced. However, the fact that total GSH levels can increase without the induction of *GSH1* and *GSH2* transcripts under oxidative stress has been reported [36].

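GSH1, measured by 4 probes, had log2 ratios of 0.22, -0.24 and -0.32 (SE 0.10, adjusted p = 0.0284) at 30 min, 1 h and 9 h. GSH2, with 4 probes as well, had 0.21, -0.08 and -0.04 (SE 0.08, adjusted p = 0.741).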

Also genes encoding enzymes believed to be involved in the processing of GSSG and GSH conjugates were affected by allyl-ITC treatment. Hence the gene encoding the apoplastic γ-glutamyl transpeptidase GGT1 (At4g39640; [37]) and the cytosolic phytochelatin synthase PCS1 (At5g44070; [38]) and γ-glutamyl cyclotransferase GGCT2; 1 (At5g26220; [39]) were induced more than four-fold at 1 h and 9 h.

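At 1 h the log2 ratio was 2.31 (SE 0.12, adjusted p = 1.73e-06) for GGT1, 2.73 (SE 0.12, adjusted p = 6.04e-07) for PCS1 and 4.09 (SE 0.17, adjusted p = 4.19e-07) for GGCT2;1. At 9 h the values were 2.14, 2.92 and 5.10; only that of GGCT2;1 differed from 1 h by test, by 1.01 (SE 0.24, adjusted p = 0.0136). GGCT2;1 was upregulated at 30 min too, whereas GGT1 and PCS1 were at 0.40 and 0.50 and were not affected.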

It was also recently shown that exposure to 4-methylsulphinylbutyl-ITC (sulforaphane) led to a depletion of total glutathione after 30 min [40]. It would therefore be interesting to complement our previous measurements of GSH during allyl-ITC exposure, by following the levels of GSSG and total glutathione levels, as well as those of precursors (e.g. cysteine, *O*-acetylserine, γ-glutamylcysteine; see below).

### Allyl-ITC effect on genes of sulphate uptake and assimilation

Sulphate uptake and assimilation is regulated by many factors [41, 42], such as environmental factors, hormones, the availability of sulphur and the levels of reduced sulphur such as cysteine and glutathione. High levels of GSH are known to repress the expression of genes involved in sulphate uptake and assimilation [43], while sulphur starvation conditions induce their expression [44–46].

Glucosinolate metabolism is intimately linked to sulphur. The core structure of GSLs contains sulphur that is incorporated at two steps during the biosynthesis, via GSH and PAPS [47, 48]. Many of the aliphatic GSLs also contain a sulphur group in their side chain as this is derived from the sulphur-containing amino acid methionine [23]. During the hydrolysis of GSLs to generate ITCs, sulphate is released [2]. The availability of sulphur has been shown to have an effect on the expression of GSL biosynthetic genes and on the content of GSLs, especially those derived from methionine [49].

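LSU3, SDI1, LSU2 and GGCT2;1 were among the 10 most upregulated genes at 30 min, LSU3 at their head. The log2 ratio was 3.69 (SE 0.20, adjusted p = 7.38e-05) for SDI1, 3.42 (SE 0.16, adjusted p = 4.60e-05) for LSU2 and 3.27 (SE 0.17, adjusted p = 6.13e-05) for GGCT2;1, and LSU1 and SDI2 were at 2.95 and 3.04. All 6 were upregulated at 1 h and 9 h as well, and so was LSU4 (At5g24655), at 1.18, 3.11 and 2.42. The call of LSU4 at 30 min was lost without the second ITC array or without the second mock array. BGLU28 (At2g44460) was not affected at 30 min (-0.07) and rose to 5.45 (SE 0.32, adjusted p = 1.56e-06) at 9 h. The log2 ratios of LSU1, LSU2, LSU3 and SDI2 changed between 1 h and 9 h by a tested -1.49, -1.54, -1.93 and -1.13, and that of SDI1 did not (-0.18, adjusted p = 0.721). The 2 probes of LSU1 differed, at 4.25 and 5.10 at 1 h. Of the alternatives, leaving out the second mock array moved LSU1 at 30 min most, to 2.60.

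**Figure D2:**
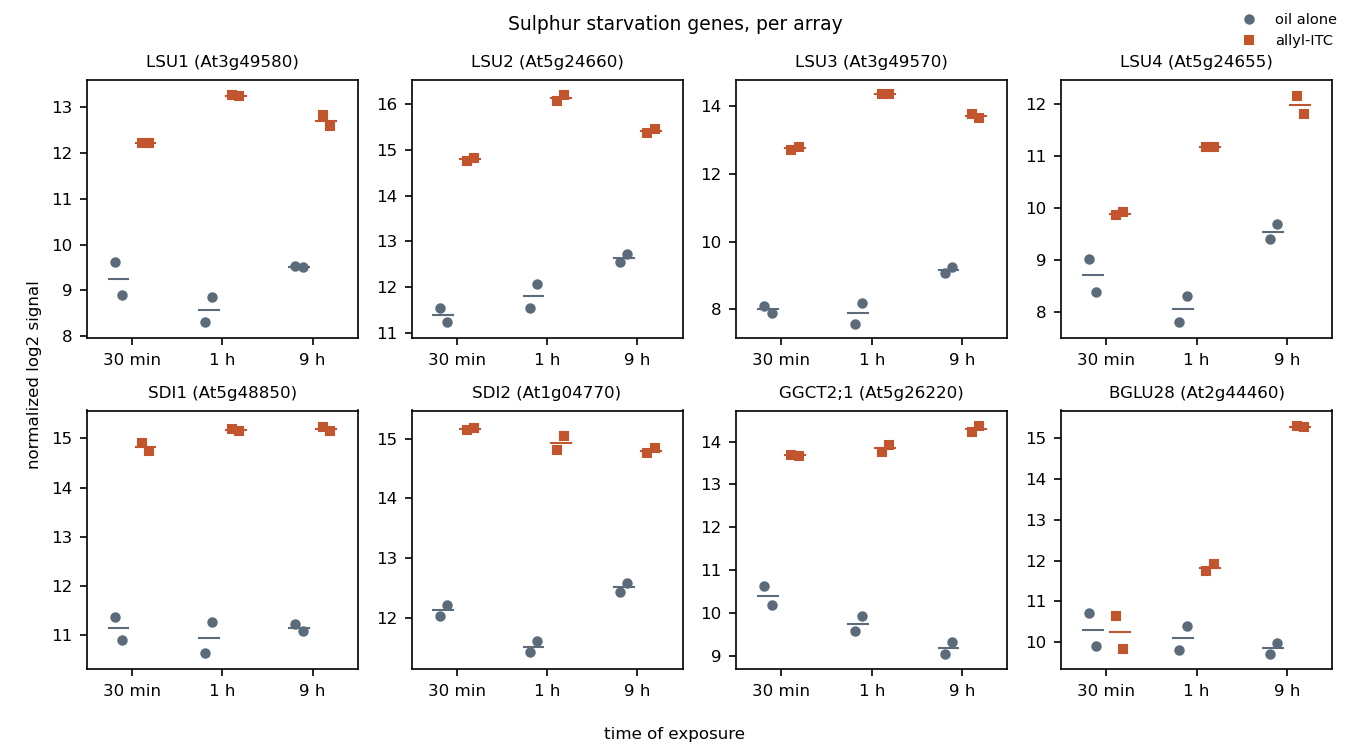
Normalized log2 signal of the sulphur starvation-induced genes of Fig. 6 on each array, against the time of exposure, for mock (circles) and ITC (squares) arrays; lines are the means of the 2 arrays, and each gene has its own scale. In 7 of the 8 genes both ITC arrays lie above both mock arrays at every time point; in BGLU28 they do so at 1 h and 9 h only.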

Known sulphate starvation-induced genes such as sulphur-deficiency induced *SDI1* (At5g48850) and *SDI2* (At1g04770), response to low sulphur *LSU1* (At3g49580), *LSU2* (At5g24660) and *LSU3* (At3g49570) and the γ-glutamyl cyclotransferase *GGCT2;1* (At5g26220) [39, 50–52] were among the most highly induced genes after 30 min of allyl-ITC treatment (Fig. 6; Additional file 1). Therefore, we had a closer look at the effect of allyl-ITC on genes involved in sulphate uptake and assimilation.

**Fig. 6:**
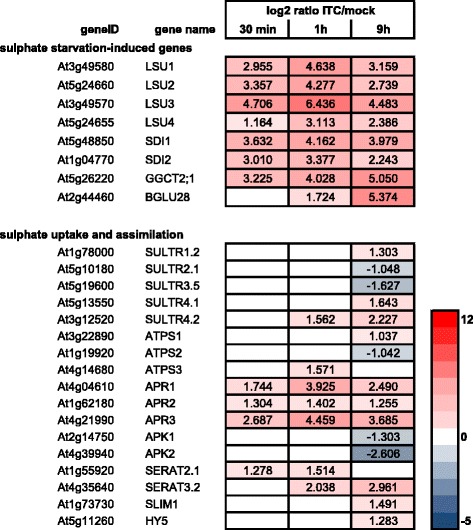
Effect of allyl-ITC on sulphur response. Changes in expression levels (log_2_ ratios) of selected sulphur starvation-induced genes and of genes involved in sulphate uptake and assimilation after 30 min, 1 h and 9 h of allyl-ITC treatment, compared to mock treatment. Only values for genes significantly affected at one time point at least are indicated. The colour scale goes from blue (downregulated by allyl-ITC) to red (upregulated by allyl-ITC) and the extremes are set to cover the range of the log_2_ ratios for the most affected genes in the whole dataset

Several key genes of the sulphate uptake and assimilation pathways were affected by our allyl-ITC treatment (Figs. 6 and 7). 

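SULTR1;2 had a log2 ratio of 1.40 (SE 0.23, adjusted p = 0.000883) at 9 h and was not affected at 30 min (0.91) or 1 h (0.61); the difference between 9 h and 1 h, 0.78, was not a tested one (adjusted p = 0.125). Its 2 probes differed, at 0.60 and 1.96 at 9 h, and 1 of them was not well above background on all arrays.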

The high affinity sulphate transporter *SULTR1;2* (At1g78000) [53] was induced after 9 h of allyl-ITC treatment. Also the genes encoding the sulphate transporters SULTR4;1 (At5g13550) and SULTR4;2 (At3g12520) that remobilize vacuolar sulphate by mediating its efflux from the vacuole under low sulphur conditions [54] were induced by allyl-ITC. 

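SULTR4;1 was upregulated at 9 h, at 1.67 (SE 0.10, adjusted p = 1.88e-06), and just under the limit at 1 h, at 0.94 (SE 0.10, adjusted p = 0.000168). SULTR4;2 was upregulated at 1 h, at 1.56 (SE 0.10, adjusted p = 6.99e-06), and at 9 h, at 2.26 (SE 0.10, adjusted p = 3.12e-07). Both rose between 1 h and 9 h, by tested differences of 0.74 and 0.70.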

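At 9 h SULTR2;1 (At5g10180) had a log2 ratio of -1.06 (SE 0.10, adjusted p = 3.56e-05) and SULTR3;5 (At5g19600), the other repressed transporter gene of Fig. 6, of -1.61 (SE 0.14, adjusted p = 1.48e-05). Neither was affected at 30 min or 1 h. The call of SULTR2;1 depends on the setting, with -0.91 for the processed signal, -0.94 for the mean signal scaled to its 75th percentile and -0.94 without the second ITC array.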

Interestingly, the coexpressed SULTR2;1 and SULTR5;3 believed to interact in retrieving apoplastic sulphate to xylem parenchyma cells and contribute to its root-to-shoot transport [55] were both repressed at the gene level. Another major control point of the pathway, besides sulphate transport, is APS reductase which reduces adenosine 5′-phosphosulphate (APS) to sulphite [43, 56]. 

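APR1 had log2 ratios of 1.74 (SE 0.16, adjusted p = 0.000646) at 30 min, 3.92 (SE 0.16, adjusted p = 4.09e-07) at 1 h and 2.48 at 9 h, and APR3 of 2.73 (SE 0.16, adjusted p = 0.000129), 4.47 (SE 0.16, adjusted p = 2.24e-07) and 3.71. For both, the value at 1 h exceeded that at 30 min and that at 9 h by test; the changes from 1 h to 9 h were -1.44 and -0.77. APR2 (At1g62180) was upregulated to 1.34, 1.43 and 1.28, values that did not differ from one another by test.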

The genes encoding the three APR isoforms, in particular *APR1* (At4g04610) and *APR3* (At4g21990), were induced at all three time points, with a maximum after 1 h of allyl-ITC treatment. Also the genes encoding the ATP sulphurylases ATPS1 (At3g22890) and ATPS3 (At4g14680) were induced after 9 h and 1 h respectively. 

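ATPS1 had a log2 ratio of 1.15 (SE 0.13, adjusted p = 6.95e-05) at 9 h and 0.72 at 1 h, under the limit; the difference between these time points, 0.42, was not a tested one (adjusted p = 0.12). ATPS3 was at 1.57 (SE 0.11, adjusted p = 9.73e-06) at 1 h and at 0.32 at 9 h, a tested change of -1.24. ATPS2 (At1g19920) was downregulated at 9 h, at -1.05 (SE 0.10, adjusted p = 2.32e-05), but not with either scaling to the 75th percentile or without the second mock array.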

Genes encoding enzymes catalysing the further steps leading from sulphite to cysteine, sulphite reductase and OAS thiollyase were not affected by our allyl-ITC treatment.

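SIR (At5g04590), which encodes sulphite reductase, had log2 ratios of 0.36, -0.12 and 0.35 at 30 min, 1 h and 9 h. Among the OAS thiol-lyase genes, OASA1 (At4g14880) was at -0.32, OASB (At2g43750) at 0.54 and OASC (At3g59760) at -0.26 at 9 h, and none reached an absolute log2 ratio of 1 at any time point. For OASA1 and OASB the adjusted p at 9 h was below 0.05 (0.00116 and 0.00222).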

**Fig. 7:**
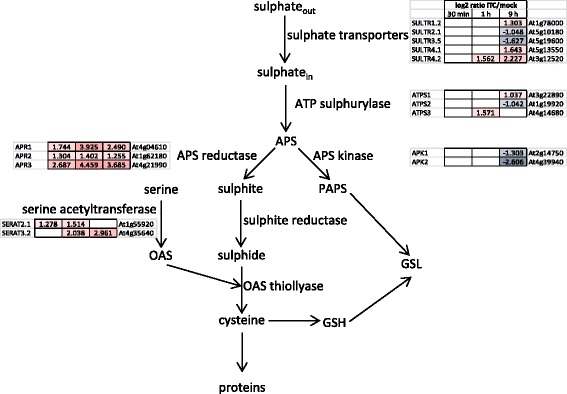
Diagram of the allyl-ITC effect on sulphate uptake and assimilation. Diagram showing gene expression changes (log_2_ ratios) in the early steps of sulphate uptake and assimilation after 30 min, 1 h and 9 h exposure to allyl-ITC. ATPS: ATP sulphurylase, APS: adenosine 5′-phosphosulphate, PAPS: 3′-phosphoadenosine 5′-phosphosulphate, APK: APS kinase, APR: APS reductase, SERAT: serine acetyltransferase, OAS: *O*-acetylserine, GSH: glutathione, GSL: glucosinolates

One of the central metabolites in sulphate assimilation is *O*-acetylserine (OAS), which has been proposed to have a signalling function in sulphate starvation [57]. OAS accumulates during sulphur starvation and the effect of sulphur starvation can be mimicked by OAS treatment [44]. *A. thaliana* possesses five genes that encode a plastidic, a mitochondrial and three cytosolic isoforms of serine acetyltransferase (SERAT or SAT), the enzyme that catalyses the synthesis of OAS from serine [58]. Of these five genes, the ones encoding the plastidic SERAT2.1 (At1g55920) and the cytosolic SERAT3.2 (At4g35640) isoforms were induced by ITC, the former being upregulated at an earlier time point and the latter to a higher extent.

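SERAT2;1 was upregulated at 30 min, at 1.27 (SE 0.10, adjusted p = 0.000298), and at 1 h, at 1.53; at 9 h it was at 0.68, under the limit, a tested change of -0.86. SERAT3;2 was upregulated at 1 h, at 2.04 (SE 0.19, adjusted p = 6.06e-05), and at 9 h, at 2.94 (SE 0.19, adjusted p = 2.62e-06). The other 3 genes, SERAT1;1 (At5g56760), SERAT2;2 (At3g13110) and SERAT3;1 (At2g17640), were not affected, with values at 9 h of 0.03, -0.15 and 0.51.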

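At 9 h the log2 ratio of APK1 was -1.33 (SE 0.08, adjusted p = 2.39e-06) and that of APK2 -2.64 (SE 0.13, adjusted p = 5.70e-07). At 1 h the values were -0.22 and -0.56, and both changed between 1 h and 9 h, by a tested -1.11 and -2.08.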

Consistent with the downregulation of GSL biosynthetic genes discussed above (Fig. 5), the genes encoding the two APS kinases APK1 (At2g14750) and APK2 (At4g39940) that generate PAPS (3′-phosphoadenosine 5′-phosphosulphate) important for the synthesis of sulphated metabolites [59], such as GSLs, were down regulated after 9 h.

How genes involved in sulphate uptake and assimilation are transcriptionally regulated is less well known. The SLIM1 (sulphur limitation 1; At1g73730) transcription factor has been identified as being one of the central regulators of sulphur uptake and assimilation by regulating the expression of several sulphate transporters and other sulphate responsive genes. 

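The log2 ratio of SLIM1 was 0.17 at 30 min, 0.54 (SE 0.09, adjusted p = 0.0026) at 1 h and 1.52 (SE 0.09, adjusted p = 1.81e-06) at 9 h, with both ITC arrays above both mock arrays at 9 h; the rise from 1 h to 9 h was 0.98 (SE 0.13, adjusted p = 0.000743).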

Although it was reported not to be modulated by changes in sulphur conditions [50], *SLIM1* was upregulated (log_2_ = 1.491) after 9 h of allyl-ITC treatment. Similarly, the HY5 (elongated hypocotyl 5; At5g11260) transcription factor known to regulate the expression of APR1 and APR2 [60] was induced (log_2_ = 1.283) after 9 h. Also MYB transcription factors involved in the regulation of GSLs have been reported to regulate the expression of some of the APR, ATPS and APK-encoding genes [61, 62]. 

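The log2 ratio of HY5 was 1.30 (SE 0.14, adjusted p = 6.08e-05) at 9 h, against -0.38 at 30 min and 0.04 at 1 h, when it was not affected. The difference between 9 h and 1 h was 1.26 (SE 0.20, adjusted p = 0.00175).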

As described previously in the text, all the GSL-related MYBs were downregulated by allyl-ITC, except *MYB51* (Fig. 5).

Based on the expression profile of sulphate uptake and assimilation genes, one could predict an increased flux through this pathway after ITC exposure, leading to increased production of OAS and sulphite at the expense of PAPS and GSL. Sulphite is however cytotoxic and very reactive and accumulation of reduced sulphur would exert a different effect on the regulation of sulphate uptake and assimilation than OAS. In addition regulation of the pathway at the posttranscriptional and posttranslational levels [42] could change the predicted metabolic outcome. It would therefore be interesting to monitor the cellular levels of some of the compounds (e.g. sulphate, cysteine, OAS, GSH and GSSG; Fig. 7) during a prolonged allyl-ITC exposure.

Whether the effect we see on expression levels of genes regulated by sulphate starvation is mediated directly by sensing the presence of allyl-ITC or is an indirect effect due to the demand for reduced sulphur (e.g. as GSH is depleted through conjugation and oxidation) or another process affecting sulphate assimilation is difficult to assess at this point. One could hypothesize that an excess of GSL hydrolysis products fools the plant to believe that the sulphur-containing GSLs are broken down and that it consequently would increase the rate of sulphate assimilation in order to maintain the level of GSLs. The observed downregulation of APK-encoding genes, of many GSL biosynthetic genes and related MYB transcription factors would however argue against this. In addition, a myrosinase-catalysed hydrolysis of GSLs would lead to the release of sulphate, in which case many of the genes that were induced would be expected to be repressed [41, 42].

### Allyl-ITC treatment leads to a heat stress response

Heat stress triggers a complex and multifaceted response in plants [63]. One of the aspects of this response involves the transcription of genes encoding heat shock proteins (HSPs) under control of heat shock transcription factors (Hsfs) by their binding to heat stress promoter elements [64]. Numerous genes encoding Hsfs and HSPs were among the most highly induced genes after 1 h and 9 h of allyl-ITC treatment (Fig. 8). Nine of the ten most highly induced genes at 9 h were Hsfs or HSPs (Additional file 1).

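HSP21-P had the highest fitted log2 ratio at 9 h, but its rank is not fixed, since its induction is known only as a lower limit. HSP17.6C-CI (At1g53540) was at 11.49 (SE 0.29, adjusted p = 1.05e-08) and HSP26.5-MII (At1g52560) at 10.83 (SE 0.25, adjusted p = 7.12e-09). The gene among the first 10 that is neither an Hsf nor an HSP is the ascorbate peroxidase gene APX2 (At3g09640), which was not well above background on either mock array and rose at least 1352-fold. The others were HSP23.6-MI (At4g25200) at 10.51, HSP17.6-CII (At5g12020) at 10.15, HSP17.4-CI (At3g46230) at 9.94, HSP22.0-ER (At4g10250) at 9.87, HSP17.6A-CII (At5g12030) at 9.64 and HsfA2 (At2g26150). HSP17.6-CII, HSP22.0-ER and HSP17.6A-CII were well above background on 1 of the 2 mock arrays. With the processed signal, the alternative that moved these values most, HSP17.6C-CI was at 11.83 and HSP26.5-MII at 11.79.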

**Fig. 8:**
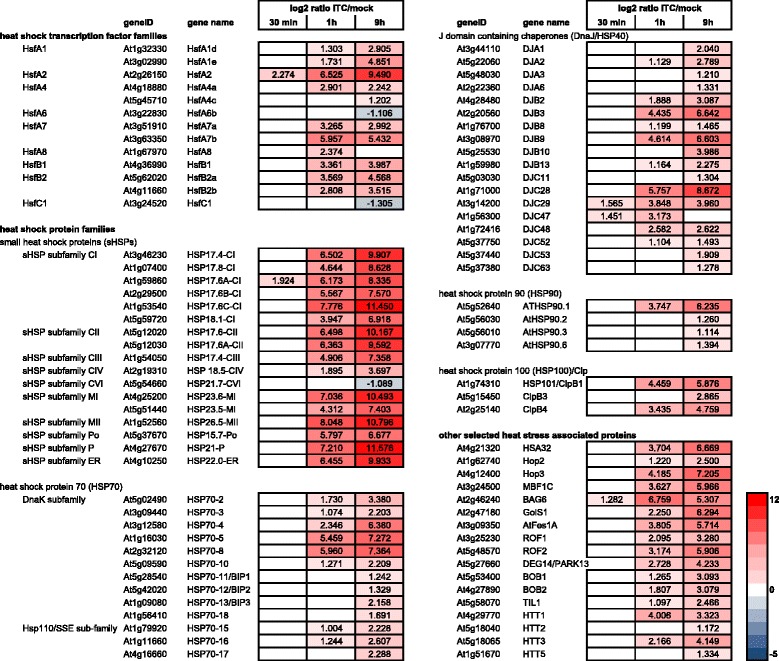
Heat stress response after allyl-ITC treatment. Changes in expression levels (log_2_ ratios) of genes involved in the heat stress response after 30 min, 1 h and 9 h of allyl-isothiocyanate treatment, compared to mock treatment. Only values for genes significantly affected at one time point at least are indicated. The colour scale goes from blue (downregulated by allyl-ITC) to red (upregulated by allyl-ITC) and the extremes are set to cover the range of the log_2_ ratios for the most affected genes in the whole dataset

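All 21 Hsf genes have a probe on the array. At 30 min 1 was upregulated, at 1 h 10 were, and at 9 h 10 were upregulated and 2 downregulated. The 8 Hsfs that were not affected at any time point are HsfA1a (At4g17750), HsfA1b (At5g16820), HsfA3 (At5g03720), HsfA5 (At4g13980), HsfA6a (At5g43840), HsfA9 (At5g54070), HsfB3 (At2g41690) and HsfB4 (At1g46264). Of these, HsfA6a was well above background on no ITC array at any time point, so that a lower level there would give only a limit, of at least 1.48-fold at 9 h (adjusted p = 0.0726), and it was affected at 9 h when the second mock array was left out.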

The expression of thirteen of the twenty-one known *A. thaliana* Hsfs [64] was affected by the allyl-ITC treatment at one time point at least. 

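The log2 ratio of HsfA2 was 2.24 (SE 0.24, adjusted p = 0.00112) at 30 min, 6.59 (SE 0.24, adjusted p = 2.24e-07) at 1 h and 9.59 (SE 0.24, adjusted p = 1.07e-08) at 9 h, with both ITC arrays above both mock arrays each time. Both steps were tested differences, of 4.35 and 3.00. At 30 min the next Hsfs, HsfB2b (At4g11660) and HsfA4a (At4g18880), were at 0.79 and 0.78, under the limit; HsfB2b passed it with the processed signal, at 1.02.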

*HsfA2* (At2g26150) was the earliest and most highly induced Hsf throughout the experiment, interestingly showing an induction above log_2_ = 2 already after 30 min and close to log_2_ = 9.5 at the 9 h time point. HsfA2 plays a central role in the heat stress response and thermotolerance but is also a key regulator of the plant response to several other abiotic stresses [65, 66]. HsfA2 regulates the expression of several target genes, including various *sHSPs* [65–67] affected in our experiment. It is itself regulated by HsfA1d (At1g32330) and/or HsfA1e (At3g02990), which belong to the A1 class Hsfs considered as being the master regulators of the heat stress response [68–70]. HsfA1d/HsfA1e control the expression of other Hsfs such as HsfA7a (At3g51910), HsfA7b (At3g63350), HsfB1 (At4g36990) and HsfB2a (At5g62020) [69]. 

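At 30 min HsfA1d was at 0.28 (SE 0.12, adjusted p = 0.14) and HsfA1e at 0.01 (SE 0.14, adjusted p = 0.986), and neither was affected. At 1 h they had log2 ratios of 1.31 (SE 0.12, adjusted p = 5.13e-05) and 1.74 (SE 0.14, adjusted p = 2.86e-05), and at 9 h of 2.95 and 4.95. At 1 h HsfA7a was at 3.33 (SE 0.10, adjusted p = 9.65e-08), HsfB1 at 3.41 and HsfB2a at 3.61. HsfA7b was not well above background on either mock array and rose at least 51.8-fold at 1 h and 27.1-fold at 9 h; at 30 min it was not measured on any array. The probe of HsfB1 matches more than 1 locus. None of the 4 was affected at 30 min, where HsfB2a was the highest at 0.56. At 9 h HsfA1e, at 4.95, was above HsfA7a, HsfB1 and HsfB2a, at 3.03, 4.06 and 4.64. HsfB2b was at 2.83 at 1 h and 3.53 at 9 h. Log2 ratios of different genes were not tested against each other.

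**Figure D3:**
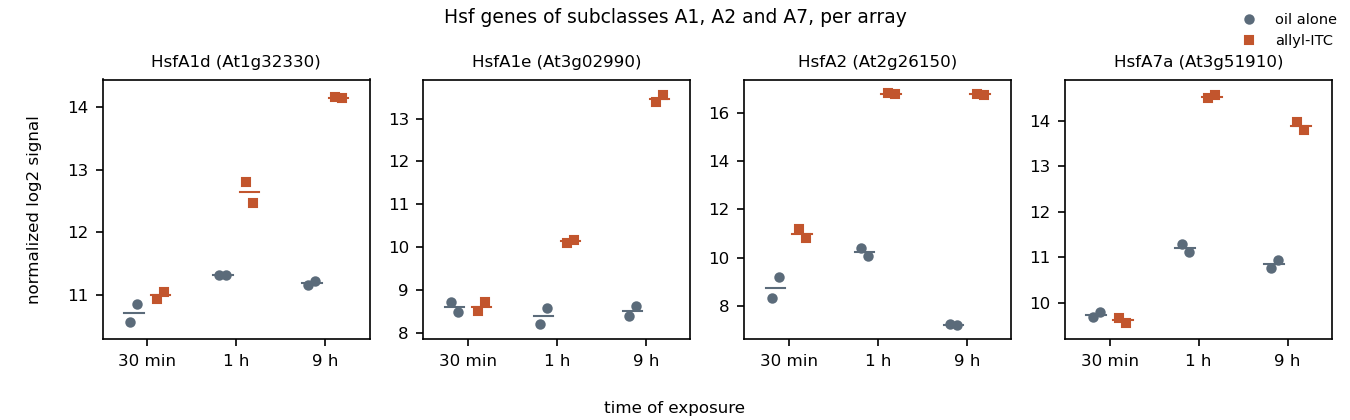
Normalized log2 signal of HsfA1d, HsfA1e, HsfA2 and HsfA7a on each array, against the time of exposure, for mock (circles) and ITC (squares) arrays; lines are the means of the 2 arrays, and each gene has its own scale. Of the 4 genes, only HsfA2 has a log2 ratio above 1 at 30 min, of 2.24.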

Upon allyl-ITC treatment, the transcriptional activation of *HsfA2* occurs however earlier than that of *HsfA1d* and *HsfA1e*, and also *HsfA7a*, *HsfA7b*, *HsfB1* and *HsfB2a* showed a higher induction by allyl-ITC at the 1 h time point than *HsfA1d/HsfA1e*. Allyl-ITC also induced *HsfB2b* (At4g11660), another member of the class B Hsfs, at the 1 h and 9 h time points. *HsfB1* and *HsfB2b* are rapidly induced by heat stress and have been shown to negatively regulate the expression of heat stress induced *Hsfs* and *HSPs* and of defence related genes [71, 72]. HsfA7a is important for heat acclimation [73], and *HsfA7a* is induced prior to *HsfA2* upon heat stress [74]. The opposite was observed under allyl-ITC treatment. Both members of the HsfA4 class, *HsfA4a* (At4g18880) and *HsfA4c* (At5g45710), were induced by allyl-ITC but to a lesser extent than most other Hsfs. Also, *HsfA4a* (At4g18880) was induced earlier and stronger than *HsfA4c* (At5g45710). It has been shown that both act as activators of heat stress gene expression [75] and in the case of HsfA4 also of oxidative stress responsive genes [76]. 

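HsfA4a had log2 ratios of 0.78, 2.95 (SE 0.10, adjusted p = 2.08e-07) and 2.30 (SE 0.10, adjusted p = 3.10e-07) at 30 min, 1 h and 9 h, with a tested change of -0.66 between 1 h and 9 h. HsfA4c was at -0.29 and 0.59 (SE 0.10, adjusted p = 0.00242) at the first time points, not affected, and at 1.22 (SE 0.10, adjusted p = 1.09e-05) at 9 h, a tested rise of 0.64 from 1 h.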

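HsfA8 had a log2 ratio of 2.42 (SE 0.13, adjusted p = 2.38e-06) at 1 h, against 0.40 at 30 min and 0.07 at 9 h. The value at 1 h differed by test from that at 30 min, by 2.02, and from that at 9 h.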

*HsfA8* (At1g67970) was only induced at the 1 h time point. Little is known about this Hsf but its expression is induced by HsfA4 overexpression [76] and it has recently been characterized as a redox-sensitive transcription factor that translocates to the nucleus upon oxidative stress [77].

Two points should be pointed out regarding allyl-ITC treatment and the heat stress response. First, HsfA3 (At5g03720) whose expression is heat stress induced, is dependent on DREB2A and DREB2C and triggers the induction of other heat stress related genes [78, 79], was not affected by allyl-ITC treatment at any of the three time points whereas *DREB2A* (At5g05410) and *DREB2C* (At2g40340) were induced (Additional file 1).

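HsfA3 had log2 ratios of 0.19, 0.18 and 0.57 (SE 0.08, adjusted p = 0.000212) at 30 min, 1 h and 9 h; the last has an adjusted p below 0.05 but is under the limit on the log2 ratio. DREB2A was upregulated at all 3 time points, at 1.83 (SE 0.20, adjusted p = 0.00112), 6.24 (SE 0.21, adjusted p = 1.57e-07) and 5.07 (SE 0.19, adjusted p = 9.74e-08). Its 3 probes lay between 4.83 and 6.93 at 1 h, some of them not well above background on the mock arrays. DREB2C was upregulated at 9 h, at 2.73 (SE 0.10, adjusted p = 9.13e-08), and at 1 h at least 8.47-fold, its probe being well above background on neither mock array.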

Second, only the two Hsfs *HsfA6* (At3g22830) and *HsfC1* (At3g24520) were downregulated by an exposure to allyl-ITC. 

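At 9 h HsfA6b (At3g22830), the HsfA6 of the sentence above, had a log2 ratio of -1.07 (SE 0.09, adjusted p = 1.45e-05) and HsfC1 of -1.32 (SE 0.11, adjusted p = 1.02e-05). At 30 min and 1 h HsfA6b was not measured on any array, and HsfC1 was at -0.55 and -0.55. The call of HsfA6b depends on the setting, with -0.80 under normexp and -0.98 without the second mock array. NAC019 (At1g52890) was downregulated at 9 h, at -2.47 (SE 0.38, adjusted p = 0.000566), and not affected at 30 min (-1.02, adjusted p = 0.1) or 1 h (-0.69).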

Interestingly, these two genes are under positive regulation of the transcription factor NAC019 (At1g52890), which is induced by heat stress [80] but repressed by allyl-ITC (Additional file 1).

Although small heat shock proteins (sHSPs) are also induced by other abiotic stresses, it was proposed that sHSPs protect thermo-sensitive substrates from irreversible heat stress-induced denaturation and aggregation [81]. 

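Of the 17 sHSP genes in Fig. 8, 16 were upregulated at 1 h and 16 at 9 h. In all of the upregulated genes the log2 ratio at 9 h exceeded that at 1 h by test. The smallest of these rises was 0.87 (SE 0.20, adjusted p = 0.0131), for HSP15.7-Po (At5g37670); that of HSP21-P, with only a limit at 9 h, was fitted at 4.35 (SE 0.61, adjusted p = 0.000948). At 1 h the values ran from 1.89 for HSP18.5-CIV (At2g19310) to 8.06 (SE 0.25, adjusted p = 1.17e-07) for HSP26.5-MII. At 30 min only HSP17.6A-CI (At1g59860) was affected, at 1.91 (SE 0.20, adjusted p = 0.00102). HSP21.7-CVI (At5g54660) was downregulated at 9 h, at -1.09 (SE 0.17, adjusted p = 0.000497), a call lost without the first mock array or without the second ITC array.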

Of the 19 known *A. thaliana* genes encoding sHSPs, 16 were induced after 1 h and 9 h of allyl-ITC treatment, with invariably a higher induction at 9 h (Fig. 8). This mimics the unequivocal transcriptional response of these HSPs to heat stress conditions [81, 82].

It has been recently shown that the expression of *HSP70-4* (At3g12580), *HSP70-5* (At1g16030) and *HSP70-8* (At2g32120) was transiently increased, with a maximum at 1 h after treatment, when 21 day old plants were sprayed with a 2 mM phenethyl-ITC solution and monitored for 48 h [11]. 

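At 9 h the log2 ratio was 7.41 (SE 0.16, adjusted p = 5.09e-09) for HSP70-8 (At2g32120), 7.32 (SE 0.14, adjusted p = 4.32e-09) for HSP70-5 (At1g16030) and 6.44 (SE 0.19, adjusted p = 2.47e-08) for HSP70-4 (At3g12580). Of the 13 HSP70 genes listed in Fig. 8, 8 were upregulated at 1 h and 12 at 9 h. The next highest at 9 h was HSP70-2 (At5g02490), at 3.41, and the lowest of the upregulated genes HSP70-12 (At5g42020), at 1.33, with a probe that matches several loci. HSP70-11 (At5g28540) was at 0.92 (SE 0.09, adjusted p = 2.38e-05), under the limit, and passed it with either scaling to the 75th percentile. HSP70-18 (At1g56410) was well above background on no mock array at 9 h and rose at least 2.65-fold. The 3 probes of HSP70-3 (At3g09440) lay between 1.26 and 2.71 at 9 h. HSP70-13 (At1g09080), at 2.14 (SE 0.52, adjusted p = 0.00704), had a large spread.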

We confirm that of the 18 *A. thaliana* HSP70-encoding genes [83, 84] these three genes were the most highly induced by our allyl-ITC treatment, but an additional nine *HSP70s* were revealed to be upregulated (Fig. 8). Also, all affected *HSP70s* were more highly induced after 9 h than after 1 h in our study. 

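The log2 ratio at 9 h was above that at 1 h in all 13 HSP70 genes of Fig. 8, and in 12 of them the difference was a tested one. It was largest for HSP70-4, at 4.13 (SE 0.27, adjusted p = 1.80e-05). The gene without a tested difference is BIP3, at 2.19 (SE 0.73, adjusted p = 0.0553). Of the genes affected at 1 h, HSP70-15 (At1g79920) and HSP70-3 were the lowest, at 1.00 and 1.03, and each lost its call without the first ITC array.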

HSP70s are ATP-dependent chaperones involved in processes such as folding of *de novo* synthesized proteins and refolding of misfolded proteins and aggregated proteins [85], although the role of many of them in *A. thaliana* is still unclear. J-domain containing proteins (DnaJ/HSP40) are cochaperones of HSP70s [86]. 

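The DnaJ genes listed in Fig. 8 number 18. Of these, 2 were upregulated at 30 min, 11 at 1 h and 17 at 9 h, and none was downregulated. At 9 h the log2 ratios ran from 1.24 for DJA3 (At5g48030) to 8.66 (SE 0.55, adjusted p = 2.22e-06) for DJC28 (At1g71000), among the genes affected then; the spread of DJC28 was large. DJB3 (At2g20560) and DJB9 (At3g08970) followed at 6.71 (SE 0.08, adjusted p = 4.62e-10) and 6.66. DJB10 (At5g25530) was well above background on no mock array at 9 h and rose at least 14-fold.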

More than 100 genes encoding DnaJ proteins have been identified in *A. thaliana* [82] and eighteen of these were induced to various degrees by allyl-ITC (Fig. 8). The reason for this and its biological significance are not known. 

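Among the 18 DnaJ genes the log2 ratio was higher at 9 h than at 1 h in 17, in 14 of them by test. The difference was not a tested one for DJC48 (At1g72416) (0.06), DJC29 (At3g14200) (0.13) and DJB8 (At1g76700) (0.25). DJC47 (At1g56300) was affected at 30 min, at 1.44 (SE 0.12, adjusted p = 0.000441), and at 1 h, at 3.16 (SE 0.12, adjusted p = 3.27e-07), where its 2 probes were at 2.81 and 3.50; at 9 h it was at 0.08, a tested change of -3.07.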

For those DnaJ genes that were affected at two time points, the induction was higher after 9 h of allyl-ITC treatment than after 1 h, similar to the situation observed for *sHSPs* and *HSP70s* (Fig. 8).

Another family of HSPs are the HSP90s that exert their chaperone activity on a select number of client proteins involved in the heat stress response but also hormone signalling and developmental processes [87–89]. They have also been implicated in plant defence by regulating the activity of several so-called R (for resistance) proteins through complex formation [90–92]. Four *HSP90s* were induced by allyl-ITC, with the gene At5g52640 encoding the cytosolic HSP90.1 being most highly induced (Fig. 8). 

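HSP90.1 had log2 ratios of 3.74 (SE 0.18, adjusted p = 1.02e-06) at 1 h and 6.27 (SE 0.18, adjusted p = 2.10e-08) at 9 h, the latter from 2 probes at 5.27 and 7.28. HSP90.2 (At5g56030), HSP90.3 (At5g56010) and HSP90.6 (At3g07770) were upregulated at 9 h only, at 1.25 (SE 0.09, adjusted p = 5.73e-06), 1.13 and 1.40 (SE 0.09, adjusted p = 3.34e-06), each a tested rise from 1 h. HSP90.3 has a probe that matches several loci.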

HSP90.1 expression is induced by heat stress and it physically interacts with HsfA2 [93, 94]. But HSP90.1 expression is also induced after pathogen challenge, interacts with disease resistance signalling components and is required for resistance mediated by RPS2 and cell death during the hypersensitive response (HR) [90]. The HSP90 and HSP70 chaperone machineries are connected via the tetratricopeptide repeat (TPR)-containing Sti1/Hop protein, which binds to both HSPs and allows the transfer of the client protein from HSP70 to HSP90 [95]. Although we are not aware of this having been described in plants, the heat induced genes *Hop2* (At1g62740) and *Hop3* (At4g12400) encoding TPR-containing proteins [96] were induced by allyl-ITC (Fig. 8).

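Hop2 and Hop3 had log2 ratios of 1.22 (SE 0.07, adjusted p = 3.98e-06) and 4.22 (SE 0.16, adjusted p = 2.67e-07) at 1 h and of 2.52 (SE 0.07, adjusted p = 2.31e-08) and 7.24 (SE 0.16, adjusted p = 5.63e-09) at 9 h, each a tested rise. At 30 min neither was affected (-0.34 and -0.10).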

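At 9 h HSP101 was at 7.70 (SE 0.27, adjusted p = 6.15e-08), ClpB3 at 2.92 (SE 0.11, adjusted p = 7.83e-08) and ClpB4 at 4.86 (SE 0.15, adjusted p = 2.63e-08). At 1 h the values were 5.08 (SE 0.27, adjusted p = 1.89e-06), 0.91 (SE 0.11, adjusted p = 0.000271) and 3.48 (SE 0.15, adjusted p = 4.79e-07). The value of ClpB3 at 1 h is under the limit; it passed with the processed signal, at 1.05, with the mean signal scaled to its 75th percentile, and without either second 1 h array. None was affected at 30 min.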

Three members of the heat shock protein 100 (HSP100)/casein lytic proteinase (Clp) subclass B [97, 98] were induced by allyl-ITC: *HSP101/ClpB1* (At1g74310), *ClpB3* (At5g15450) and *ClpB4* (At2g25140) (Fig. 8). All three are induced by heat stress and the important role of HSP101 in thermotolerance is well documented [98–102]. 

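HSA32 had log2 ratios of 3.75 (SE 0.14, adjusted p = 2.81e-07) at 1 h and 6.75 (SE 0.14, adjusted p = 5.09e-09) at 9 h, a tested rise of 3.00.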

HSP101 is hypothesized to act in a positive feedback loop with HSA32 (heat stress associated 32-kD protein, At4g21320) in the memory of heat acclimation [103, 104], a gene that was also induced by allyl-ITC after 1 h and 9 h.

The massive Hsf-controlled induction of HSPs, which act as molecular chaperones to protect proteins against denaturation and to facilitate refolding, is one aspect of the heat stress response in plants. But also other factors are involved in the protection against heat-induced damage and different signalling pathways such as abscisic acid (ABA), salicylic acid (SA), ethylene and oxidative burst seem to be involved in thermotolerance [99, 105].

*MBF1C* (At3g24500), one of the three genes encoding the highly conserved transcriptional co-activator MBF1 (multiprotein bridging factor 1) in *A. thaliana*, is induced by several stresses such as pathogen infection, salinity, drought, hydrogen peroxide (H_2_O_2_), and application of the plant hormones ABA or SA. It has also been identified as key regulator of thermotolerance that functions upstream of (trehalose, SA and) ethylene during heat stress [106]. *MBF1C* was highly upregulated by 1 h and 9 h (and log_2_ = 0.926 at 30 min) of allyl-ITC treatment (Fig. 8), whereas its interaction partner *TPS5* (trehalose phosphate synthase 5), also a heat-induced gene, was not induced by allyl-ITC. 

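MBF1C was at 0.94 (SE 0.16, adjusted p = 0.00634) at 30 min, 3.58 (SE 0.16, adjusted p = 6.81e-07) at 1 h and 6.00 (SE 0.16, adjusted p = 1.53e-08) at 9 h. At 30 min it passed the limit without the second ITC array, at 1.11, and without the second mock array. TPS5 (At4g17770) had log2 ratios of 0.37, -0.72 and -0.97 (SE 0.12, adjusted p = 0.000115) at 30 min, 1 h and 9 h, not affected; without the second mock array at 9 h it was called downregulated, at -1.02.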

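Besides TPS5, 10 TPS genes are on the array. 2 were downregulated at 30 min, 1 at 1 h and 3 at 9 h. TPS8 (At1g70290) was downregulated at all time points, with -1.42 (SE 0.15, adjusted p = 4.75e-05) at 9 h. TPS11 (At2g18700) was downregulated at 30 min, at -1.39 (SE 0.19, adjusted p = 0.00258), with a tested change of 0.98 to 1 h. TPS6 (At1g68020) and TPS10 (At1g60140) were downregulated at 9 h, at -1.08 and -1.05; both lost the call without the first mock array. TPS2 was not measured on any array at 30 min and 1 h. At 9 h its probe was not well above background on the mock arrays and rose at least 1.49-fold (adjusted p = 0.000135), and the call was lost under normexp. TPS3 (At1g17000) and TPS4 (At4g27550) were not measured at 30 min and 9 h.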

Of the ten other genes encoding TPS-like or active TPS (i.e. *TPS1*, *TPS2* and *TPS4*; [107]), nine were either downregulated or not affected by allyl-ITC and only *TPS2* (At1g16980) was induced after 9 h. 

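Of the 87 genes elevated in MBF1C-expressing plants, 51 were upregulated and 1 was downregulated at 1 h. Adjusted over the list alone, 52 were upregulated. At 9 h 36 were upregulated and 14 downregulated. At any time point 54 were upregulated and 17 downregulated. The median log2 ratio of the list was 0.25, 1.46 and 0.68 at 30 min, 1 h and 9 h, above all other genes by camera (adjusted p = 0.00736, 1.25e-22 and 0.00069). The highest member at 1 h was CML37 (At5g42380), at 8.41 (SE 0.55, adjusted p = 6.12e-06), and the lowest TPS8, at -1.23. All such list tests, of this and the ROS lists, took the correlation between genes as preset. Of their 21 calls, 6 were also made by camera with the correlation estimated from the data and 18 by fry. The fry test asks whether a list changed by itself, not against other genes. For this list fry gave the calls at 1 h and 9 h, and the estimated correlation none.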

Interestingly, overall only half (i.e. 49 out of 87) of the genes that showed an elevated expression in plants constitutively expressing *MBF1C* and grown under control conditions [108] were also induced at 1 h of allyl-ITC treatment. However, all eight of the ethylene-associated transcripts, comprising seven ethylene response factors (*ERF*s) and ACC synthase 6 (*ACS6*) were induced by allyl-ITC (Additional file 2A). This might indicate that the allyl-ITC-triggered heat stress response via MBF1C involves ethylene but not trehalose. 

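At 1 h ERF098 (At3g23230) had a log2 ratio of 6.29 (SE 0.26, adjusted p = 4.09e-07), the highest of the 8, and ACS6 (At4g11280) of 3.55 (SE 0.25, adjusted p = 1.03e-05). ERF13 (At2g44840), ERF5 (At5g47230), ERF6 (At4g17490), ERF105 (At5g51190) and ERF11 (At1g28370) lay between 5.38 and 3.25. ERF109 (At4g34410) was not well above background on either mock array and rose at least 2.24-fold. At 9 h 4 of the 8 were upregulated. From these genes and the TPS genes the paper proposes that the response through MBF1C involves ethylene but not trehalose.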

Among the genes whose induction under heat stress was dependent on MBF1C [109] it is interesting to note that the two heat shock transcription factors *HsfB2a* (At5g62020) and *HsfB2b* (At4g11660), the transcriptional regulator *DREB2A/ERF045* (At5g05410) and four zinc finger protein genes were also induced by ITC after 1 h (Additional file 2B).

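At 1 h HsfB2a, HsfB2b and DREB2A had the log2 ratios given above. The zinc finger genes At1g14200, At1g26800, At1g55530 and At2g27580 were at 4.08 (SE 0.15, adjusted p = 2.14e-07), 3.96 (SE 0.13, adjusted p = 1.57e-07), 2.69 (SE 0.10, adjusted p = 2.24e-07) and 2.36 (SE 0.10, adjusted p = 4.09e-07), and at 9 h at 4.30, 3.80, 4.23 and 3.34. At 30 min At1g14200 was upregulated, at 2.17 (SE 0.15, adjusted p = 0.000206), and At1g26800 was not affected, at 0.20 (SE 0.13, adjusted p = 0.358).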

The expression of several other genes reported to be involved in the heat stress response was also affected by allyl-ITC treatment, some of which will be discussed shortly below. 

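BAG6 had log2 ratios of 1.27 (SE 0.19, adjusted p = 0.0044) at 30 min, 6.84 (SE 0.19, adjusted p = 9.21e-08) at 1 h and 5.38 (SE 0.19, adjusted p = 7.32e-08) at 9 h, with a tested change of -1.46 between the last 2. The call at 30 min rests on the first mock array, without which the log2 ratio was 0.90, and was lost when each time point was fitted alone (adjusted p = 0.0698).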

The gene encoding the Bcl-2–associated athanogene (BAG) protein BAG6 (At2g46240), belonging to a family of chaperone regulators that interact with HSP70 and HSC70 (heat shock cognate 70) proteins, was rapidly and strongly induced by allyl-ITC treatment, with the highest induction after 1 h, similar to its responsiveness to heat [110, 111]. *BAG6* was also identified as a target gene of HsfA2 [112]. 

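GolS1 was at 2.29 (SE 0.11, adjusted p = 9.50e-07) at 1 h and 6.33 (SE 0.11, adjusted p = 3.16e-09) at 9 h, a tested rise of 4.04.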

Galactinol synthase 1 (GolS1; At2g47180) which is implicated in raffinose synthesis under heat stress and whose expression is controlled by HsfA1b and HsfA2 [65, 113], was induced by allyl-ITC treatment at 1 h and 9 h. 

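AtFes1A had log2 ratios of 3.84 (SE 0.12, adjusted p = 1.22e-07) at 1 h and 5.75 (SE 0.12, adjusted p = 5.09e-09) at 9 h.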

At3g09350 coding for AtFes1A, a heat induced protein that associates with HSP70 and prevents its degradation [114], was induced at 1 h and 9 h by allyl-ITC. The genes encoding the prolyl cis-trans isomerase cochaperones ROF1 (At3g25230) and ROF2 (At5g48570) were also induced at 1 h and 9 h of allyl-ITC treatment. 

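ROF1 was at 2.11 (SE 0.10, adjusted p = 1.02e-06) and 3.28 (SE 0.10, adjusted p = 2.91e-08), and ROF2 at 3.22 (SE 0.12, adjusted p = 2.24e-07) and 5.97 (SE 0.12, adjusted p = 4.32e-09), at 1 h and 9 h.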

ROF1 is heat stress induced, binds HSP90.1 and affects the accumulation of HsfA2-regulated sHSPs [94, 115]. 

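DEG14 had log2 ratios of 2.77 (SE 0.10, adjusted p = 1.93e-07) at 1 h and 4.25 (SE 0.10, adjusted p = 7.12e-09) at 9 h. The 16 genes with a RefSeq symbol or synonym of a DEG protease were counted after the values had been seen. Of these, 1 was upregulated at 1 h and 1 at 9 h, DEG14 both times.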

DEG14/PARK13 (At5g27660) was the only member of the DEG/HtrA (high-temperature requirement A) protease family involved in protein quality control [116] that was upregulated by allyl-ITC. DEG14/PARK13 is heat stress-induced, and confers thermotolerance by degrading misfolded protein targets [117]. 

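BOB1 was at 1.28 (SE 0.09, adjusted p = 8.27e-06) at 1 h and 3.14 (SE 0.09, adjusted p = 1.81e-08) at 9 h. BOB2 was well above background on no mock array and rose at least 2.61-fold at 1 h (adjusted p = 0.000185) and 6.5-fold at 9 h (adjusted p = 1.97e-06).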

The heat-induced gene At5g53400 encoding the noncanonical small heat shock protein Bobber 1 (BOB1) required for thermotolerance and the duplicated gene *BOB2* (At4g27890) were induced by allyl-ITC at 1 h and 9 h [118]. *TIL1* (temperature-induced lipocalin; At5g58070), another gene required for thermotolerance [119], was induced at 1 h and 9 h. 

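TIL1 had log2 ratios of 1.12 (SE 0.09, adjusted p = 2.81e-05) at 1 h and 2.46 (SE 0.09, adjusted p = 9.26e-08) at 9 h.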

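HTT1 was at 4.01 (SE 0.12, adjusted p = 9.44e-08) at 1 h, where its 2 probes were at 3.58 and 4.43, and at 3.35 (SE 0.12, adjusted p = 5.64e-08) at 9 h; HTT3 was at 2.20 (SE 0.12, adjusted p = 2.04e-06) and 4.20 (SE 0.12, adjusted p = 2.04e-08). HTT2 and HTT4 were affected at 9 h only, at 1.20 (SE 0.10, adjusted p = 1.37e-05) and 1.36 (SE 0.19, adjusted p = 0.000284). The 2 probes of HTT4 were at 0.83 and 1.90, and its difference between 1 h and 9 h, of 0.43, was not a tested one (adjusted p = 0.285).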

Four of the five heat-inducible *TAS1*-derived siRNA mediated target genes [120] were induced by allyl-ITC: *HTT1* (heat-induced TAS1-target 1; At4g29770), *HTT2* (At5g18040), *HTT3* (At5g18065) and *HTT4* (At1g51670). *HTT1* and *HTT2* are probably direct targets of HsfA1a and HsfA1b [120]. As mentioned above, *HsfA1a* and *HsfA1b* were not induced by allyl-ITC, but these Hsfs can on their turn positively regulate the expression of several other Hsfs (i.e. *HsfA1d*, *1e*, *2*, *3*, *4c*, *7a* and *HsfB2b*) [70], most of which were induced by allyl-ITC.

Based on our transcriptional profiling results, exposure to allyl-ITC seems to trigger a heat stress response in *A. thaliana*. 

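The paper proposes a heat stress response from the genes above: 13 Hsfs, the HSPs, their co-chaperones and genes of thermotolerance were affected, most of them upregulated. It sets the order of the Hsfs, with HsfA2 before HsfA1d and HsfA1e, beside what is known from heat. The transcripts were measured 30 min, 1 h and 9 h into exposure to allyl-ITC; a heat treatment was not analysed here. By test the rise from 1 h to 9 h extends beyond the sHSPs and HSP70s. Of the 17 further heat genes in Fig. 8, 15 had a higher log2 ratio at 9 h than at 1 h, 14 of them by test.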

ITCs do not only seem to lead to a heat stress response in plants as it has been shown that 4-methylsulphinylbutyl-ITC (sulforaphane) activates a heat shock response in animal cells [121]. Treatment with phenethyl-ITC led to an increased thermotolerance in *A. thaliana* [11], although the pathways through which this was mediated are not yet known. Based on a recently proposed model integrating H_2_O_2_, nitric oxide (NO) and calmodulin in the heat stress response [122], ITC-triggered H_2_O_2_ might signal NO formation that leads to calmodulin 3 (CaM3) activation, stimulating the DNA-binding activity of Hsfs and the accumulation of HSPs. It has indeed been shown that ITC treatment triggers the production of reactive oxygen species (ROS) and NO in plants [13, 14]. Our transcriptional data however does not give clear support for the ITC-induced heat stress response acting through that model. 

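CaM3 had log2 ratios of -0.12, 0.58 (SE 0.05, adjusted p = 6.95e-05) and 0.62 (SE 0.05, adjusted p = 1.72e-05) at 30 min, 1 h and 9 h. CaM2 (At2g41110) was at 1.22 (SE 0.09, adjusted p = 1.82e-05) at 1 h and 2.05 (SE 0.09, adjusted p = 3.25e-07) at 9 h. The 21 genes with a RefSeq symbol or synonym of a calmodulin or CML were counted after the values had been seen. 9 were upregulated and 1 was downregulated at 1 h, and 9 and 2 at 9 h.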

The key component *CaM3* was only slightly (below our selection criteria) induced by allyl-ITC at the two latest time points, although *CaM2* and other calmodulin like (*CML*) genes were induced (data not shown). 

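NIA2 had log2 ratios of 0.41, -0.38 and -0.52 (SE 0.10, adjusted p = 0.00233) at 30 min, 1 h and 9 h. NIA1 was at 0.75 (SE 0.12, adjusted p = 0.00471) and -0.89 (SE 0.12, adjusted p = 0.000527) at 30 min and 1 h, under the limit both times, and at -1.40 (SE 0.12, adjusted p = 1.24e-05) at 9 h, downregulated. The changes from 30 min to 1 h, of -0.80 for NIA2 and -1.63 for NIA1, were tested ones. At 1 h NIA1 was called downregulated without the first ITC array, at -1.08.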

The gene At1g37130 encoding the major nitrate reductase isoform NIA2 leading to NO production was not affected and *NIA1* (At1g77760) was slightly (below our selection criteria) induced by allyl-ITC at 30 min but downregulated at the later time points. Also *NOA1* (At3g47450; NO associated 1), which affects NO accumulation, was not affected by allyl-ITC. Nevertheless it would be interesting to test this and other possible signalling pathways. Hence we are currently investigating 1) the effect of allyl-ITC on *A. thaliana* mutants known to have reduced thermotolerance in order to identify the underlying mechanisms and 2) the thermotolerance of loss of function mutants in genes induced by allyl-ITC to identify potentially new actors regulating the plant response to heat stress.

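The log2 ratios of NOA1 were -0.21, -0.01 and -0.14 (SE 0.09, adjusted p = 0.233) at 30 min, 1 h and 9 h.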

### The extent of overlap in the transcriptional response to allyl-ITC and oxidative stress

Treatment with ITCs has been reported to lead to the generation of ROS and NO [13, 14, 16]. Heat stress also triggers the generation of ROS and, as mentioned above, ROS are implicated in the heat stress response [105, 122, 123]. Hsfs have been proposed as H_2_O_2_ sensors in plants and recently HsfA4a and Hsfa8 have been described as redox-sensitive transcription factors [76, 77]. Part of the heat stress response detected upon allyl-ITC treatment as described in the previous paragraph may therefore be due to the generation of ROS. We analysed our microarray data after allyl-ITC treatment in the search of a ROS response/oxidative burst response by comparing it to some previously reported transcriptional profiling studies where ROS-generating treatments were used.

Of the 918 genes induced by at least log_2_ = 1 during the first two hours under singlet oxygen-producing conditions reported by op den Camp et al. [124], 63 % (585 genes) were also upregulated by allyl-ITC at one of the three time points (Fig. 9; Additional file 3A). 

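Additional file 3A names 918 singlet oxygen-induced genes, of which 909 have a probe. 593 of these were upregulated by allyl-ITC at 1 or more of the time points and 71 were downregulated. Per time point the upregulated numbered 121, 490 and 442; adjusted over the list alone they were 123, 493 and 444. The median log2 ratio of the list was 0.24, 1.21 and 0.97 at 30 min, 1 h and 9 h, above that of other genes by camera at each (adjusted p = 7.66e-08, 1.15e-62 and 6.53e-23). With the correlation estimated from the data only 1 h kept a call (adjusted p = 0.0444). The extremes at 9 h were HSP70-8 and HMT3 (At3g22740), at -4.80.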

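All 266 singlet oxygen-downregulated genes have a probe; 105 were downregulated by allyl-ITC at some time point and 12 upregulated. At 9 h 96 were downregulated, at 1 h 31 and at 30 min 11. The median log2 ratio was -0.23, -0.38 and -0.79 at 30 min, 1 h and 9 h, below other genes by camera each time (adjusted p = 6.97e-07, 1.28e-12 and 7.63e-14), also with the estimated correlation. The lowest member at 9 h was HBI1 (At2g18300), at -2.72, and the highest SDI1 (At5g48850), at 4.05.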

Of the 266 singlet oxygen-downregulated genes, 96 genes (36 %) were also downregulated by allyl-ITC (Additional file 3B). 

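For the superoxide/H_2_O_2_-induced genes, 139 with a probe, 99 were upregulated by allyl-ITC at some time point and 20 downregulated. Their median log2 ratio was 0.45, 1.57 and 1.30 at 30 min, 1 h and 9 h (camera, adjusted p = 7.09e-10, 7.00e-34 and 2.95e-16). Members ranged at 9 h from HSP70-8 to At3g15450, at -2.47. The estimated correlation kept the call at 1 h alone.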

When doing a similar comparison with the 140 genes induced by superoxide/H_2_O_2_ detected in the same study [124], 70 % (98 genes) were also induced by allyl-ITC at one of the three time points. Only 30 genes were downregulated by superoxide/H_2_O_2_ and only 7 of these (23 %) were also repressed by allyl-ITC. 

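Of the superoxide/H_2_O_2_-downregulated genes 6 were downregulated by allyl-ITC at some time point, and more, 10, upregulated. By camera the list lay above other genes at 1 h, with a median of 0.24 (adjusted p = 0.00715), and was not called at 30 min or 9 h (medians -0.27 and 0.05).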

Ninety-one and three genes were respectively induced or repressed by all three treatments. 

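Counted over all genes affected at any time point here, 92 were upregulated and 3 downregulated by allyl-ITC and both ROS treatments, and 2262 and 1794 by allyl-ITC alone.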

Genes that were either induced or repressed by allyl-ITC only, were 2211 and 1780 (Fig. 9; Additional file 3).

**Fig. 9:**
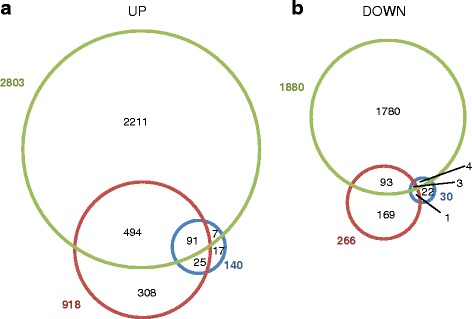
Overlap between responses to allyl-ITC and singlet oxygen or H_2_O_2_/superoxide. Venn diagrams showing the overlap between singlet oxygen (red) or H_2_O_2_/superoxide-affected (blue) genes [124] and allyl-ITC-affected (green). Genes in (**a**) were induced by log_2_ ≥ 1 while genes in (**b**) were repressed by log_2_ ≤ -1 at one time point at least

Gadjev et al. [125] identified five transcripts considered to be hallmarks for the general oxidative stress response regardless of the type of ROS. 

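ATTI1 had log2 ratios of -0.27, -0.87 (SE 0.17, adjusted p = 0.00468) and -0.76 (SE 0.17, adjusted p = 0.00443) at 30 min, 1 h and 9 h, under the limit each time.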

At2g43510 (*ATTI1*) encoding a defensin-like protein was slightly downregulated at 1 h and 9 h of allyl-ITC treatment (Additional file 3C). At2g21640 and At1g05340, encoding proteins of unknown function, were induced after 9 h of allyl-ITC treatment. 

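At 9 h At2g21640 was at 1.48 (SE 0.12, adjusted p = 9.34e-06) and At1g05340 at 1.74 (SE 0.27, adjusted p = 0.000591); at 1 h they were at -0.18 and 0.53. The difference between 1 h and 9 h was 1.66 (SE 0.17, adjusted p = 0.000158) for the former and 1.21 (SE 0.38, adjusted p = 0.0464) for the latter.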

The two remaining hallmark genes, At1g57630 encoding a TIR-NB-LRR protein and the uncharacterized At1g19020, responded earlier and stronger to allyl-ITC (Additional file 3C).

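At1g19020 had log2 ratios of 1.79 (SE 0.26, adjusted p = 0.00351), 4.75 (SE 0.26, adjusted p = 2.20e-06) and 5.01 at 30 min, 1 h and 9 h. At1g57630 was at 3.08 (SE 0.77, adjusted p = 0.0173) at 1 h and 2.45 (SE 0.77, adjusted p = 0.0257) at 9 h, with a large spread: without any 1 of the 4 arrays the call at 1 h was lost, and at 9 h it was lost without any of 3. At 30 min it was at -0.68 and not affected.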

Another 27 genes responding to a general oxidative stress were identified using a lower stringency [125]. Of these, 19 were induced by allyl-ITC and include heat stress associated genes (At3g08970/*DJB9*; At3g09350/*FesA1*), *GST*s and other stress associated genes (Additional file 3C).

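Additional file 3C lists 19 of these genes, and 18 were upregulated at 1 or more time points. The exception, At2g41380, was highest at 9 h, at 0.74 (SE 0.19, adjusted p = 0.0108). Among the rest the highest at 9 h was DJB9, at 6.66, and the lowest of those called was At1g26420, at 1.49 (SE 0.18, adjusted p = 0.000106); WRKY6 (At1g62300) was called at 1 h only, at 1.57 (SE 0.14, adjusted p = 5.51e-05). The GSTs GSTU24 (At1g17170) and GSTU1 (At2g29490) were at 3.31 (SE 0.36, adjusted p = 6.84e-05) and 2.01 (SE 0.17, adjusted p = 1.53e-05); GSTU4 (At2g29460) and GSTU3 (At2g29470), at 3.08 (SE 0.57, adjusted p = 0.00159) and 1.72 (SE 0.61, adjusted p = 0.0428), had a large spread.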

Genes serving as hallmarks for specific oxidative stress conditions previously identified [125] were also used to compare to the allyl-ITC response. Of the 325 transcripts that are specifically singlet oxygen responsive (296 up- and 29 down-regulated), only 129 showed the same response to the allyl-ITC treatment (120 up- and 8 down-regulated) (Additional file 3D). 

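Of the 296 genes induced specifically by singlet oxygen, 121 were upregulated by allyl-ITC at some time point and 33 downregulated, and of the 29 repressed ones 8 were downregulated and 3 upregulated. The induced list had medians of 0.03, 0.46 and 0.18 at 30 min, 1 h and 9 h, called by camera at 1 h (adjusted p = 7.01e-23) and 9 h (9.15e-06). The repressed list had medians of 0.15, -0.45 and -0.49, called at 1 h (8.34e-05) and 9 h (0.0415). The extremes at 9 h were At1g72660, at 8.08, and At4g15700, at -2.76, in the induced list.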

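Among the 104 superoxide-specific induced genes with a probe 10 were upregulated by allyl-ITC at some time point and 30 downregulated. Of the 31 repressed ones 2 were downregulated and 17 upregulated. By camera the induced list lay above other genes at 30 min, with a median of 0.18 (adjusted p = 0.000408), and below them at 9 h, with -0.49 (adjusted p = 0.000556). The repressed list lay below them at 30 min, with -0.24 (adjusted p = 0.0135), and above them at 9 h, with 1.15 (adjusted p = 3.08e-06). The calls at 9 h were also made by fry, those at 30 min were not, and the estimated correlation gave neither. The highest and lowest of the induced list at 9 h were SDI1 and AT5G23240, at -3.63, and the highest of the repressed list cPT4 (At5g58770), at 7.29.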

The overlap between specifically superoxide-responsive genes and those affected by allyl-ITC was even smaller: of 106 and 32 genes respectively up- and down-regulated specifically by superoxide, only 8 and 2 genes showed the same response to allyl-ITC. The overlap in genes differentially regulated by the two conditions was actually bigger (data not shown). 

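Of the 180 genes with a probe induced specifically by hydrogen peroxide, 46 were upregulated by allyl-ITC at some time point; of the 135 repressed ones, 26 were downregulated. At 9 h the highest of the induced list was LFG4 (At1g03070), at 8.27 (SE 0.14, adjusted p = 3.16e-09), and the lowest AOP2 (At4g03060), at -4.29. Neither list was called by camera at any time point. The induced list had a median of -0.09 at 9 h but a mean of 0.28, and at 1 h of -0.11 and 0.23, since some members rose strongly while most did not; fry called it up at both (adjusted p = 0.0002 at 1 h). The repressed list, at 1 h with a median of -0.11 and a mean of 0.05, was called down by fry at 30 min and 9 h.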

Of the 326 transcripts specific to the hydrogen peroxide response (189 up- and 137 down-regulated), 67 were equally affected by the allyl-ITC treatment (44 up- and 23 down-regulated) (Additional file 3D). The numbers of genes differentially regulated by the two conditions were almost as high: 35 genes upregulated by H_2_O_2_ but downregulated by allyl-ITC, 18 genes downregulated by H_2_O_2_ but upregulated by allyl-ITC (data not shown).

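The genes called the opposite way numbered 34 in the induced list and 21 in the repressed list.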

From these analyses, it seems clear to us that the transcriptional response to allyl-ITC cannot just be explained by ITC causing an oxidative burst. 

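The paper concludes that an oxidative burst alone does not account for the response. It states that the overlap found cannot be assigned to a single ROS or oxidative stress condition. The lists name genes, not amounts, and come from other plants and treatments. The shift of a list over all its genes, tested beside the counts, does not depend on the limits for calling a gene. ROS were not measured on the arrays.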

We identified a certain overlap between the allyl-ITC and oxidative stress responses, but this cannot be attributed to one particular ROS or oxidative stress condition. ROS production can occur at multiple locations in plant cells, such as chloroplasts, peroxisomes, mitochondria and on the outer surface of the plasma membrane. Such an extracellular burst of superoxide resulting from NADPH oxidase activity and the subsequent production of H_2_O_2_ are key features of the plant defence response [126, 127]. As GSL degradation products have well established roles in plant resistance, we analysed in more detail the allyl-ITC response in this respect in the next paragraph.

### Allyl-ITC and the perception of elicitors and effectors

Pattern recognition receptors (PRRs) at the plant cell surface can perceive the presence of pathogens by sensing pathogen/microbe-associated molecular patterns (PAMPs/MAMPs) and signals originating from the damaged plant (damage-associated molecular patterns; DAMPs). Recognition of PAMPs or DAMPs triggers a cascade of events, called PAMP-triggered immunity (PTI), which includes ion fluxes across the plasma membrane, generation of ROS, activation of mitogen-activated protein kinases (MAPKs) and transcriptional activation of genes. Successful pathogens can suppress PTI by excreting so-called effectors into the plant cell. When these effectors are perceived, typically by intracellular nucleotide-binding leucine-rich repeat (NB-LRR) proteins, the effector-triggered immunity (ETI) response, which is often accompanied by the so-called hypersensitive response characterized by rapid cell death, is triggered and leads to plant resistance [128].

PRRs can be divided into receptor-like kinases (RLKs), with an extracellular ligand-binding domain and an intracellular kinase domain, and receptor-like proteins (RLPs) that lack an intracellular kinase domain. The ectodomains can be of various types (e.g. leucine rich repeats (LRR), lysine motifs (LysM), lectin domain) and the *A. thaliana* genome contains several hundreds of genes encoding RLKs and RLPs that could putatively be involved in plant defence as PRRs, but only a few have been characterized so far [129].

RLKs and RLPs were not among the most highly responsive genes upon allyl-ITC exposure. However several interesting responses were observed (Fig. 10) that might point towards the role of allyl-ITC acting as DAMP or triggering the generation of DAMPs. 

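At 1 h BAK1 had a log2 ratio of 1.15 (SE 0.11, adjusted p = 7.72e-05) and BKK1 of 1.56 (SE 0.15, adjusted p = 8.71e-05). At 9 h BKK1 was at 1.40 (SE 0.15, adjusted p = 7.30e-05), and BAK1, at 0.75 (SE 0.11, adjusted p = 0.000453), was under the limit, a change from 1 h that was not a tested one (adjusted p = 0.0997). Neither was affected at 30 min. A probe of BKK1 matches several loci.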

The LRR-RLKs *BAK1/SERK3* (At4g33430) and *BKK1/SERK4* (At2g13790) that cooperate in PAMP and DAMP signalling [130] were induced by allyl-ITC (Fig. 10). Also *PEPR1* (At1g73080) and *PEPR2* (At1g17750) encoding LRR-RLKs that are the receptors of the elicitor active small AtPep peptides [131] were induced by allyl-ITC, in addition to the AtPep1 precursor gene *PROPEP1* (At5g64900) and two of its paralogs (*PROPEP3*/At5g64905 and *PROPEP5*/At5g09990) [132]. 

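PEPR1 was at 1.62 (SE 0.09, adjusted p = 3.00e-06) at 1 h and 1.04 (SE 0.09, adjusted p = 2.03e-05) at 9 h, where the call was lost without the first ITC array. PEPR2 was affected at 1 h only, at 1.52 (SE 0.10, adjusted p = 7.22e-06), with a tested change of -1.66 to 9 h. PROPEP1 was at 1.096 (SE 0.14, adjusted p = 0.000465) at 1 h and at -0.67 at 9 h, not affected then, a tested change of -1.76. PROPEP3 was at 2.82 (SE 0.19, adjusted p = 8.22e-06) and 1.23 (SE 0.19, adjusted p = 0.000597) at 1 h and 9 h. PROPEP5 was affected at 9 h only, at 1.65 (SE 0.09, adjusted p = 1.11e-06), a tested rise of 1.86 from 1 h.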

Several other LRR-RLK-encoding genes were induced by allyl-ITC treatment at the different time points, but the roles of these have not been described yet. Of particular interest for further studies might be *FRK1* (Flg22-induced receptor like kinase 1/At2g19190) and At1g51790 that were transiently induced at 30 min before being repressed at the later time points, or At5g25930 and At1g05700 which were among the most highly induced LRR-RLKs. 

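FRK1 had log2 ratios of 1.90 (SE 0.44, adjusted p = 0.0208), -1.27 (SE 0.44, adjusted p = 0.0655) and -0.15 (SE 0.44, adjusted p = 0.838) at 30 min, 1 h and 9 h, so that it was called at 30 min and not later; the change from 30 min to 1 h, of -3.17 (SE 0.63, adjusted p = 0.00697), was a tested one. The call at 30 min was lost without either mock array or the second ITC array, at 1.44 in the last case. At1g51790 was upregulated at 30 min, at 1.05 (SE 0.30, adjusted p = 0.0424), and downregulated at 1 h, at -1.12 (SE 0.30, adjusted p = 0.0239), and 9 h, at -1.12 (SE 0.30, adjusted p = 0.0125). It lost the first call without any 1 of the 4 arrays, down to 0.75, and the later calls without some of them; the change from 30 min to 1 h was -2.17 (SE 0.43, adjusted p = 0.00664). At5g25930 was at 1.29 (SE 0.15, adjusted p = 0.00159), 4.06 (SE 0.15, adjusted p = 2.65e-07) and 3.23 (SE 0.15, adjusted p = 3.73e-07) at the 3 time points, and At1g05700 at 0.16, 2.07 (SE 0.21, adjusted p = 9.46e-05) and 4.03 (SE 0.21, adjusted p = 6.35e-07).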

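At 1 h LYK4 and LYK5 had log2 ratios of 2.68 (SE 0.27, adjusted p = 8.89e-05) and 3.28 (SE 0.25, adjusted p = 1.68e-05); at 9 h LYK5 was at 1.67 (SE 0.25, adjusted p = 0.000469) and LYK4 at 0.22, not affected, a tested change of -2.46. CERK1 was affected at 9 h only, at 1.54 (SE 0.09, adjusted p = 1.37e-06), against 0.61 at 1 h, a tested rise of 0.93. At 30 min LYK5 was at 0.90, and without the second mock array it passed the limit there.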

The three genes encoding the LysM-RLKs LYK4 (At2g23770), LYK5 (At2g33580) and CERK1 (At3g21630), all involved in the recognition of the fungal cell wall PAMP chitin during plant innate immunity [133–135], were induced by allyl-ITC. WAKs (wall associated kinases) and WAKLs (WAK-like) are RLKs whose ectodomain contains epidermal growth factor-like repeats. WAK1 was identified as a receptor of oligogalacturonides (OGs), a DAMP generated from the plant cell wall polysaccharide homogalacturonan [136]. 

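The 14 genes with a RefSeq symbol or synonym of a WAK or WAKL were counted after the values had been seen. Of these, 7 were affected at some time point. At 1 h 6 were upregulated and at 9 h 4, and none was downregulated, though with the processed signal 1 was at 9 h. Members without such a symbol or synonym were not counted. WAKL2 had log2 ratios of 3.50 (SE 0.22, adjusted p = 4.83e-06) and 1.47 (SE 0.22, adjusted p = 0.000463) at 1 h and 9 h, and WAKL10 of 4.37 (SE 0.34, adjusted p = 1.87e-05) and 3.11 (SE 0.31, adjusted p = 4.00e-05). At 30 min WAKL2 was called at 1.01 (SE 0.22, adjusted p = 0.0158), lost without any 1 of the 4 arrays, under normexp and with the series table.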

Nine of the 26 *WAK/WAKL* members were affected by allyl-ITC, in particular *WAKL2* (At1g16130) and *WAKL10* (At1g79680) (Fig. 10).

**Fig. 10:**
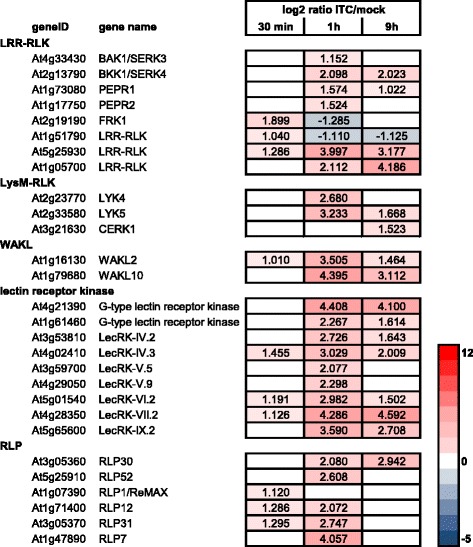
Effect of allyl-ITC on the expression of RLKs and RLPs. Changes in expression levels (log_2_ ratios) of selected RLKs and RLPs after 30 min, 1 h and 9 h of allyl-isothiocyanate treatment, compared to mock treatment. Only values for genes significantly affected at one time point at least are indicated. The colour scale goes from blue (downregulated by allyl-ITC) to red (upregulated by allyl-ITC) and the extremes are set to cover the range of the log_2_ ratios for the most affected genes in the whole dataset

Lectin receptor kinases are another group of RLKs implicated in plant innate immunity [137]. Genes encoding the L-type lectin receptor kinases LecRK-IV.3 (At4g02410) and LecRK-VI.2 (At5g01540) were the *LecRK* genes most highly induced by allyl-ITC at 30 min and both LecRK are involved in pathogen resistance [138, 139]. 

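At 30 min LecRK-IV.3 was at 1.49 (SE 0.17, adjusted p = 0.00122), LecRK-VI.2 at 1.19 (SE 0.23, adjusted p = 0.00967) and LecRK-VII.2 at 1.09 (SE 0.14, adjusted p = 0.00194); no other of the 9 lectin receptor kinase genes in Fig. 10 was affected then, the next being At4g21390, at 0.96. The call of LecRK-VI.2 was lost without the first mock array or the second ITC array.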

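All 9 lectin receptor kinase genes of Fig. 10 were upregulated at 1 h and 7 at 9 h. At4g21390 was at 4.41 (SE 0.19, adjusted p = 6.43e-07) at 1 h and 4.13 (SE 0.19, adjusted p = 3.72e-07) at 9 h, and LecRK-VII.2 at 4.34 (SE 0.14, adjusted p = 1.22e-07) and 4.64 (SE 0.14, adjusted p = 2.31e-08). Next came LecRK-IX.2 (At5g65600), at 3.66 and 2.72; its 2 probes were at 3.02 and 4.10 at 1 h, with mock signal not well above background on part of them. LecRK-V.5 (At3g59700) and LecRK-V.9 (At4g29050) were under the limit at 9 h, with tested changes of -1.57 and -1.77.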

The G-type At4g21390 and L-type At4g28350 (*LecRK-VII.2*) were the most highly induced *LecRKs* at 1 h and 9 h. Although the roles of most of the allyl-ITC induced lectin receptor kinases have not yet been revealed, many *LecRKs* have been shown to be particularly responsive to pathogens and PAMPs [140].

Receptor-like proteins (RLPs) have also been found to play a role in disease resistance [141]. Several RLP-encoding genes responded to allyl-ITC, the most highly induced being presented in Fig. 10. The LRR-RLPs members RLP30 (At3g05360) and RLP52 (At5g25910) are involved in resistance to fungal pathogens [142, 143]. ReMAX/RLP1 (At1g07390), with specificity for the bacterial proteinaceous MAMP eMax [144], was rapidly induced by allyl-ITC. 

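RLP1 had log2 ratios of 1.12 (SE 0.16, adjusted p = 0.00299) at 30 min, 0.08 at 1 h and -0.62 at 9 h, affected at 30 min only, with a tested change of -1.04 to 1 h. Without the second ITC array it was at 0.97 at 30 min, under the limit. RLP30 was at 2.11 (SE 0.24, adjusted p = 0.000234) at 1 h and 2.94 (SE 0.24, adjusted p = 1.15e-05) at 9 h, not affected at 30 min (0.87). RLP52 was well above background on neither mock array at 1 h and rose at least 5.95-fold; at 9 h it was at 0.13.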

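At 30 min RLP12 was at 1.29 (SE 0.12, adjusted p = 0.000623) and RLP31 at 1.30 (SE 0.19, adjusted p = 0.00351), and at 1 h at 2.07 (SE 0.12, adjusted p = 2.82e-06) and 2.77 (SE 0.19, adjusted p = 7.96e-06). At 9 h neither was affected, with tested changes of -1.94 and -3.52. RLP7 had the highest log2 ratio of the 6 RLP genes at 1 h, 3.99 (SE 0.53, adjusted p = 0.000546), with a large spread, and was at 0.68 at 9 h.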

Other, so far uncharacterized, *RLP*s showing an early response (i.e. At1g71400/*RLP12*; At3g05370/*RLP31*) and a strong response (i.e. At1g47890/*RLP7*) to allyl-ITC constitute interesting candidates for further studies.

NB-LRRs, acting in ETI that limits the proliferation of pathogens, constitute the major class of so-called R (resistance) proteins [145]. They are highly polymorphic and are classified based on the domains they contain [146, 147].

TIR-NB-LRR proteins contain an N-terminal Toll/Interleukin-1 Receptor homology region. 

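Of the 39 TIR-NB-LRR genes of Fig. 11, 38 were affected here at 1 or more time points: 5 were upregulated at 30 min, 33 at 1 h and 19 at 9 h, and 2 downregulated at 9 h. The 1 not affected, At5g17680, lay just under the limit at 9 h, at 1.00 (SE 0.12, adjusted p = 9.94e-05), and passed it with the processed signal, at 1.14, and with the series table. Genes of the family outside Fig. 11 were not counted.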

Thirty-nine of the 94 TIR-NB-LRR-encoding genes identified by Meyers et al. [146] were affected by allyl-ITC treatment at one time point at least (Fig. 11; subgroups TNL-A to TNL-H). Two of these were downregulated at the 9 h time point: At1g63880 which was implicated in resistance to blackleg disease [148] and the uncharacterized At5g46270. 

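At 9 h At1g63880 was at -1.10 (SE 0.08, adjusted p = 4.53e-06) and At5g46270 at -1.37 (SE 0.09, adjusted p = 3.68e-06). At 1 h they were at -0.42 and -0.96, not affected; the latter passed the limit with the processed signal. The change from 1 h to 9 h was a tested one for At1g63880, at -0.67, and not for At5g46270, at -0.41 (adjusted p = 0.0514).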

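Compared between 1 h and 9 h, the log2 ratio of 9 of the TIR-NB-LRR genes in Fig. 11 was higher at 9 h, 5 of them by test, and 21 were lower at 9 h by test. The largest tested rise was that of At4g16940, at 1.51 (SE 0.13, adjusted p = 6.14e-05). For the genes without a tested difference the time of highest induction is not settled by 2 arrays per group.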

Of the thirty-seven upregulated genes a large majority of 28 was induced highest at the 1 h time point while the remaining nine genes were most induced at the 9 h time point. Among these allyl-ITC responsive genes were some characterized resistance genes such as *RPP1* (At3g44480), *RPP4* (At4g16860), *RPS6* (At5g46470), *WRR4/ADR2* (At1g56510) [149–152], although they were not the most highly induced TIR-NB-LRR. 

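RPP1 was affected at 1 h, at 1.04 (SE 0.11, adjusted p = 0.000159), and lost that call without the first ITC or the first mock array. RPP4 was at 1.00 (SE 0.10, adjusted p = 0.000906) at 30 min, at the edge of the limit and lost under normexp and both 75th percentile scalings, at 1.12 (SE 0.10, adjusted p = 4.82e-05) at 1 h and at -0.50 at 9 h. RPS6 was at 1.66 (SE 0.07, adjusted p = 4.85e-07) and 2.35 (SE 0.07, adjusted p = 2.49e-08) at 1 h and 9 h, its 3 probes lying between 1.46 and 2.96 at 9 h. WRR4 was affected at 1 h, at 1.14 (SE 0.19, adjusted p = 0.00242), a call that rests on the first mock array, without which it was at 0.89.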

The functions of most of the TIR-NB-LRR have however not been revealed yet. Hence, the most interesting TIR-NB-LRR-encoding genes in our dataset may be the still uncharacterized genes that were rapidly induced by allyl-ITC (i.e. At1g63750, At4g19520, At5g41740 and At5g41750) and those that were highly induced on at least two of the time points (i.e. At1g57630, At4g14370, At5g22690 and At5g58120) (Fig. 11).

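At 30 min At4g19520 was at 1.70 (SE 0.27, adjusted p = 0.00472), At5g41750 at 1.57 (SE 0.35, adjusted p = 0.017), At5g41740 at 1.47 (SE 0.22, adjusted p = 0.00382) and At1g63750 at 1.03 (SE 0.15, adjusted p = 0.00396). Both At5g41750 and At1g63750 lost this call without the first ITC or the first mock array. The 4 genes were also upregulated at 1 h, between 2.81 and 4.17, and at 9 h, where At5g41740, at 1.03 (SE 0.22, adjusted p = 0.00352), lost the call under normexp. At5g22690 was at 3.14 (SE 0.10, adjusted p = 1.17e-07) and 3.44 (SE 0.10, adjusted p = 2.02e-08) at 1 h and 9 h, and At5g58120 at 2.37 (SE 0.21, adjusted p = 4.10e-05) and 3.08 (SE 0.21, adjusted p = 3.40e-06). The 3 probes of At4g14370 lay between 0.60 and 5.17 at 1 h, some with mock signal not well above background, and its log2 ratio was 3.31; at 9 h it was at 2.24. At1g57630 has the large spread given above.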

**Fig. 11:**
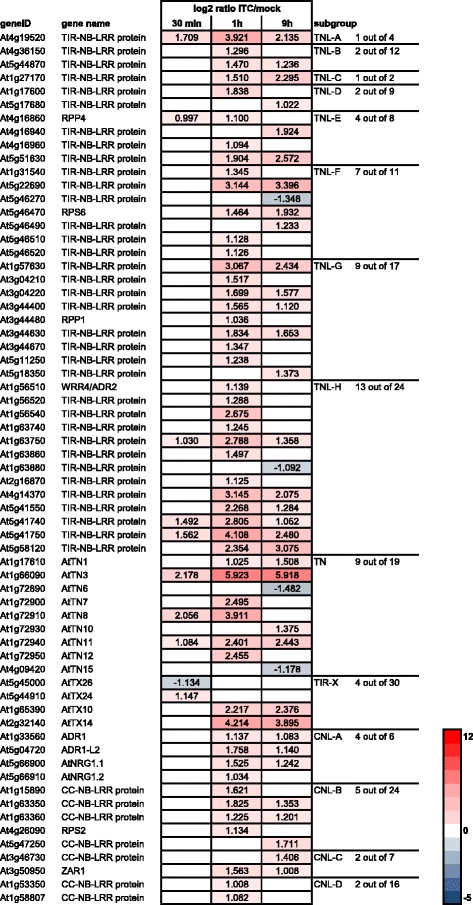
Effect of allyl-ITC on the expression of NB-LRRs. Changes in expression levels (log_2_ ratios) of NB-LRR-encoding genes after 30 min, 1 h and 9 h of allyl-ITC treatment, compared to mock treatment. The given NB-LRR subgroups are according to Meyers et al. [146]. Only values for genes significantly affected at one time point at least are indicated. The colour scale goes from blue (downregulated by allyl-ITC) to red (upregulated by allyl-ITC) and the extremes are set to cover the range of the log_2_ ratios for the most affected genes in the whole dataset

Also eight genes classified as coding for TNs, TIR-NB proteins lacking a LRR domain [146], were affected by our allyl-ITC treatment. 

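Fig. 11 shows 9 TN genes, all affected here. 3 were upregulated at 30 min, 6 at 1 h and 5 at 9 h, and 2, AtTN6 (At1g72890) and AtTN15 (At4g09420), were downregulated at 9 h, at -1.47 (SE 0.12, adjusted p = 1.15e-05) and -1.14 (SE 0.17, adjusted p = 0.000452). AtTN8 (At1g72910) was upregulated at 30 min, at 2.06 (SE 0.60, adjusted p = 0.0449), and 1 h, at 3.99 (SE 0.60, adjusted p = 0.00119), with a large spread; the first call was lost without any 1 of the 4 arrays. The 2 probes of AtTN7 (At1g72900) differed, at 0.02 and 1.76 at 9 h.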

The genes At1g66090 (*AtTN3*) and At1g72940 (*AtTN11*) were induced at all three time points. *AtTN3* was the NB-LRR gene that showed the highest induction at each time point (i.e. log_2_ = 2.178 at 30 min; log_2_ = 5.923 at 1 h; log_2_ = 5.918 at 9 h) and was overall amongst the top-induced genes (Additional file 1). 

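AtTN3 had log2 ratios of 2.20 (SE 0.51, adjusted p = 0.0203), 5.97 (SE 0.51, adjusted p = 3.52e-05) and 5.98 (SE 0.51, adjusted p = 1.45e-05) at 30 min, 1 h and 9 h, the highest of all genes in Fig. 11 each time, with a large spread. The call at 30 min was lost without either ITC array or the first mock array, at 1.60 in the last case. AtTN11 was at 1.12 (SE 0.21, adjusted p = 0.00892), 2.42 (SE 0.21, adjusted p = 3.69e-05) and 2.48 (SE 0.21, adjusted p = 1.31e-05); its call at 30 min was lost without the first ITC or the first mock array.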

The specific functions of these two TNs have not been characterized yet but a role in plant defence has been postulated. They are induced by abiotic and biotic stresses, their transient expression leads to an EDS1 (enhanced disease susceptibility 1)-dependent HR cell death and they are able to interact with elicitors [147, 153]. They constitute therefore interesting candidates to investigate further for their role in the allyl-ITC response.

Of the 30 *TX* genes encoding proteins with a TIR domain but no LRR or NB domains [154], four were affected by the allyl-ITC treatment at any time point: At5g45000 (*AtTX26*) was downregulated at 30 min; At5g44910 (*AtTX24*) is upregulated at 30 min; while the two closely related At1g65390 (*AtTX10*) and At2g32140 (*AtTX14*) were upregulated at 1 h and 9 h. 

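At 30 min AtTX26 was at -1.15 (SE 0.31, adjusted p = 0.0337) and AtTX24 at 1.12 (SE 0.31, adjusted p = 0.0395). Both calls are weak: AtTX26 lost it without any 1 of the 4 arrays and AtTX24 without 3 of them, and both lost it with the processed signal. Neither was affected later. AtTX10 was at 2.27 (SE 0.23, adjusted p = 0.000112) and 2.39 (SE 0.23, adjusted p = 3.21e-05) at 1 h and 9 h, and AtTX14 at 5.01 (SE 0.29, adjusted p = 3.01e-06) and 4.60 (SE 0.29, adjusted p = 2.24e-06). At 30 min AtTX14 was called too, at 1.104 (SE 0.29, adjusted p = 0.0319), and lost this without 3 of the 4 arrays; AtTX10, at 0.89, was not called.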

Although the specific functions of TX proteins are not yet known, their role in basal resistance has been recently investigated [153]. In particular, overexpression of At2g32140 (*AtTX14*) leads to activated expression of defence-related genes and an EDS1-dependent dwarf phenotype [155].

Most NB-LRR proteins that do not contain a TIR domain contain an N-terminal CC (coiled coil) domain. Of the 55 genes encoding CC-NB-LRR proteins [146], 13 genes were moderately upregulated by the allyl-ITC treatment at one time point at least (Fig. 11). These include the characterized resistance genes *ADR1* (At1g33560), *ADR1-L2* (At5g04720), *RPS2* (At4g26090) and *ZAR1* (At3g50950) [156–159].

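Of the 13 CC-NB-LRR genes of Fig. 11, 12 were affected here, 10 of them upregulated at 1 h and 8 at 9 h. None was downregulated, and none was affected at 30 min. The exception, At1g53350, was at 0.96 (SE 0.08, adjusted p = 3.16e-05) at 1 h, under the limit, and passed it with the series table, at 1.01. The highest at 1 h was ADR1-L2 and at 9 h At5g47250, at 1.68 (SE 0.09, adjusted p = 7.18e-07). At3g46730 was well above background on no mock array at 9 h and rose at least 2.21-fold, lost under normexp.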

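ADR1-L2 had log2 ratios of 2.12 (SE 0.12, adjusted p = 2.95e-06) at 1 h and 1.49 (SE 0.12, adjusted p = 1.13e-05) at 9 h, and at 30 min, at 0.99 (SE 0.12, adjusted p = 0.00192), lay just under the limit. ADR1 was at 1.15 (SE 0.19, adjusted p = 0.00199) and 1.08 (SE 0.19, adjusted p = 0.00114), and ZAR1 at 1.60 (SE 0.14, adjusted p = 3.77e-05) and 1.04 (SE 0.14, adjusted p = 0.000224); both lost the 9 h call without the first ITC array. RPS2 was affected at 1 h only, at 1.14 (SE 0.18, adjusted p = 0.00145), with a tested change of -1.53 to 9 h; without the first mock array it was at 0.84.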

Interestingly, some known *R* genes and plant defence-related genes were not affected by the allyl ITC treatment. For example the two *R* genes *RPM1* (At3g07040), encoding a CC-NBs-LRR, and *RPS4* (At5g5250), encoding a TIR-NB-LRR, signalling respectively through NDR1 (non-race specific disease resistance 1) and EDS1 were not significantly affected [162, 163]. Of these two major components in *R* gene-dependent defence activation *EDS1* (At3g48090) was induced at 1 h while *NDR1* (At3g20600) was not affected by the allyl-ITC treatment (Additional file 1). 

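RPM1 had log2 ratios of -0.22, 0.58 (SE 0.14, adjusted p = 0.0173) and -0.70 (SE 0.14, adjusted p = 0.00307) at 30 min, 1 h and 9 h, and RPS4 (At5g45250) of 0.23, 0.52 (SE 0.09, adjusted p = 0.00218) and 0.29, under the limit throughout.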

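EDS1 was at 1.42 (SE 0.20, adjusted p = 0.000882) at 1 h. NDR1 was at -0.18, 0.54 (SE 0.08, adjusted p = 0.00126) and -0.15 at 30 min, 1 h and 9 h; with the processed signal, which is background-subtracted, it was called at 1 h, at 1.13.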

Some, but not all, NB-LRR–mediated ETI responses require accumulation of SA, which in turn controls transcriptional reprogramming through NPR1 (nonexpresser of PR genes 1; At1g64280). However *NPR1* was not induced in our dataset. Also the pathogen stress and SA signalling pathway markers *PR1* (pathogenesis-related protein 1; At2g14610) and *PR2* (At3g57260), and the plant defensins *PDF1.2a* (At5g44420) and *PDF1.2b* (At2g26020) were not affected by the allyl-ITC treatment.

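NPR1 had log2 ratios of 0.15, 0.95 (SE 0.09, adjusted p = 5.13e-05) and 0.06 at 30 min, 1 h and 9 h. At 1 h it passed the limit with the processed signal, at 1.02, and without the second mock array.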

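PR1 was called downregulated at 30 min, at -2.72 (SE 0.52, adjusted p = 0.00974), and 9 h, at -2.19 (SE 0.56, adjusted p = 0.00971), and not at 1 h (-0.41); the difference between 30 min and 1 h was not a tested one (adjusted p = 0.0589). The call at 30 min was lost without the first array of either group and with the processed signal (adjusted p = 0.104), and that at 9 h without the first mock array, at -1.59. PR2 was at -2.33 (SE 0.72, adjusted p = 0.0556), -0.12 and -1.60 (SE 0.72, adjusted p = 0.1) at the 3 time points and not called, PDF1.2a at 0.68, -0.56 and -0.49 (SE 0.72, adjusted p = 0.643), and PDF1.2b at 0.74, -0.47 and -0.41 (SE 0.55, adjusted p = 0.607). All 4 genes had a large spread between arrays, so that a change of the size of the limit could be missed.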

GO-category analysis (Fig. 3) and the transcriptional changes of many defence-related genes (Additional file 1) such as the RLKs and RLPs described here, indicate that allyl-ITC triggers an immune response. 

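The paper proposes that allyl-ITC may be perceived as a DAMP, directly or indirectly, from the responses of receptor and resistance genes given above and from GO categories. Of the 6 RLP genes in Fig. 10, 5 were upregulated at 1 h and 1, RLP30, at 9 h. Perception itself was not measured on the arrays.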

The mechanisms remain unknown and the possibility that GSL-degradation products - allyl-ITC in the present case - might trigger this response by being perceived as DAMPs by a receptor, such as one of those described above, either directly or indirectly constitutes an interesting aspect worthy of further investigations. It could indeed be conceived that ITCs induce a receptor triggered response by changing the conformation of the receptor or that of a protein interacting with the receptor protein(s) in question (guard model; [160]). In animal systems ITCs have been shown to target proteins, triggering conformational changes and/or activation [164, 165]. Alternatively, receptor protein(s) could be activated by ITC-induced physiological changes by analogy to the mammalian NLRP3 receptor that is activated by various danger signals (e.g. PAMPs, DAMPs and environmental irritants) [161].

### Allyl-ITC and the triggering of cell death mechanisms

As mentioned above, programmed cell death (PCD) is a characteristic of the hypersensitive response (HR) during ETI. A recent study reported that the 4-methylsulphinylbutyl-ITC (sulforaphane) could induce PCD during HR [40]. The PCD during HR is characterized as “non-autolytic” and is often shown to be preceded by influx of calcium into the cytoplasm, activation of a MAPK signalling cascades, production of reactive oxygen intermediates and nitric oxide, and biosynthesis of SA [166]. PCD can also be mediated by the so-called ER stress which is due to the accumulation of un/misfolded proteins in the ER [167]. Our dataset revealed an overrepresentation of genes associated with cell death amongst those induced by allyl-ITC (Fig. 3), although the way gene expression was changed was not always in the sense of cell death promotion. Interestingly, it has recently been shown that the indole-GSL breakdown products indole-3-acetonitrile (IAN) and indole-3-carbinol (I3C), although not structurally related to ITCs, are able to attenuate PCD induced by the mycotoxin fumonisin B1 [168].

As described above, several TIR-NB-LRR-encoding genes were induced by the allyl-ITC treatment. Also three genes that form a signalling module integrating redox signals in a chain of events leading to PCD mediated by TIR-NB-LRR receptors [169], namely *EDS1* (At3g48090), *PAD4* (At3g52430) and *SAG101* (At5g14930), were induced at 1 h (Fig. 12). It has also been shown that EDS1-dependent cell death can be induced when some, but not all, TN proteins, TX proteins or the TIR domain of TIR-NB-LRR proteins are transiently expressed [153, 170]. 

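At 1 h EDS1 was at the log2 ratio given above, its 3 probes lying between 1.02 and 1.63, PAD4 at 1.94 (SE 0.22, adjusted p = 0.000235), with probes between 1.28 and 2.30, and SAG101 at 1.07 (SE 0.12, adjusted p = 0.000152), with probes between 0.62 and 1.87. SAG101 lost the call under normexp and without the first mock array, at 0.98. At 9 h PAD4 was at 1.11 (SE 0.22, adjusted p = 0.00267), a call lost without the first ITC array or the second mock array. EDS1 and SAG101 were then at 0.21 and -0.16, tested changes of -1.20 and -1.23.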

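AtTN10 was affected at 9 h only, at 1.41 (SE 0.19, adjusted p = 0.000263), against 0.71 at 1 h, a difference that was not a tested one (adjusted p = 0.0936). AtTN3 and AtTN11 have the values given above.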

Of the five TN/TXs showing this effect [153], three had increased gene expression after allyl-ITC treatment: At1g66090 (*AtTN3*), At1g72930 (*AtTN10*) and At1g72940 (*AtTN11*) (Figs. 11 and 12).

**Fig. 12:**
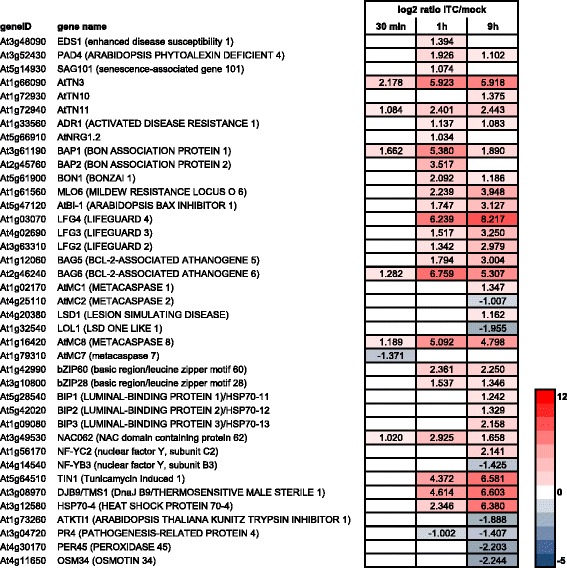
Cell death-related genes affected by allyl-ITC. Changes in expression levels (log_2_ ratios) of genes involved in cell death mechanisms after 30 min, 1 h and 9 h of allyl-ITC treatment, compared to mock treatment. Only values for genes significantly affected at one time point at least are indicated. The colour scale goes from blue (downregulated by allyl-ITC) to red (upregulated by allyl-ITC) and the extremes are set to cover the range of the log_2_ ratios for the most affected genes in the whole dataset. Genes are listed in the order they are described in the text

Among CC-NB-LRR-encoding genes that were induced by allyl-ITC (Fig. 11), *ADR1* (At1g33560) and *AtNRG1.2* (At5g66910), have been shown to induce HR as part of a defence response when their atypical CC-domains (called CC_R_) were transiently expressed [171]. It was speculated that they might sense indirect cellular insults or act downstream of canonical NB-LRR proteins in disease resistance [171]. Such a role as “helper NB-LRRs” was verified for three ADR1 family members, and the triple mutant exhibited compromised HR [156].

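AtNRG1.2 was affected at 1 h, at 1.07 (SE 0.10, adjusted p = 7.27e-05), and under the limit at 9 h, at 0.75 (SE 0.10, adjusted p = 0.000264), a change that was not a tested one (adjusted p = 0.155). ADR1 has the values given above.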

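BAP1 had log2 ratios of 1.65 (SE 0.39, adjusted p = 0.0209), 5.39 (SE 0.39, adjusted p = 1.17e-05) and 1.89 (SE 0.39, adjusted p = 0.00298) at 30 min, 1 h and 9 h; the call at 30 min was lost without either ITC array or the first mock array. BON1 was at 2.13 (SE 0.17, adjusted p = 2.34e-05) at 1 h and at 1.20 (SE 0.17, adjusted p = 0.000356) at 9 h, lost without the first ITC array, at 0.91. BAP2 was called at 1 h only, at 3.56 (SE 0.82, adjusted p = 0.0119). Its spread was large, the call was lost without any 1 of the 4 arrays, and the difference from 9 h (1.62) was not a tested one (adjusted p = 0.274).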

The three general repressors of cell death *BAP1* (At3g61190), *BAP2* (At2g45760) and their interaction partner *BON1* (At5g61900) are induced by the allyl-ITC treatment (Fig. 12). It has previously been shown that *BAP* transcripts are induced by a number of biotic and abiotic stimuli and that overexpression of *BAP1* and *BON1* delays HR induced by two avirulent strains of the bacterium *Pseudomonas syringae* and cell death induced by the ROS-generating herbicide paraquat [172].

Also *MLO6* (At1g61560), which belongs to the *MILDEW RESISTANCE LOCUS O* family of negative regulators of cell death [173], was induced at 1 h and 9 h.

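MLO6 was at 2.20 (SE 0.11, adjusted p = 1.14e-06) at 1 h and 3.95 (SE 0.11, adjusted p = 1.71e-08) at 9 h, a tested rise of 1.75.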

Overexpression of plant cell death suppressor *BI-1* (bax inhibitor 1) proteins has shown to suppress cell death induced by a variety of factors: mammalian Bax (BCL2-associated X protein), pathogen attack, abiotic stresses, chemically-induced oxidative stresses [174]. *AtBI-1* (At5g47120; bax inhibitor 1) [175–177] and the three closely related genes encoding LFG4 (At1g03070), LFG3 (At4g02690) and LFG2 (At3g63310), belonging to the bax inhibitor-1 family and possibly inhibiting cell death [178], were all highly induced at 1 h and 9 h. 

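At 1 h LFG4 was at 6.34 (SE 0.14, adjusted p = 4.14e-08), AtBI-1 at 1.76 (SE 0.11, adjusted p = 5.56e-06), LFG3 at 1.53 (SE 0.09, adjusted p = 4.57e-06) and LFG2 at 1.37 (SE 0.11, adjusted p = 2.06e-05), and at 9 h at 8.27 (SE 0.14, adjusted p = 3.16e-09), 3.18 (SE 0.11, adjusted p = 6.38e-08), 3.24 (SE 0.09, adjusted p = 1.81e-08) and 3.01 (SE 0.11, adjusted p = 6.87e-08). The 4 rises were tested ones, of 1.93, 1.41, 1.71 and 1.64. Some probes of LFG3 were not well above background on the mock arrays.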

Homologues of the mammalian pro- and anti-apoptotic proteins Bax and Bcl-2, respectively, have not yet been identified in plants. However, seven homologues of mammalian Bcl-2–associated athanogene (BAG) proteins, cytoprotective proteins acting as chaperone regulators that interact with HSP70 and HSC70 proteins, have been described for *A. thaliana* [179]. 

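BAG5 was at 1.78 (SE 0.12, adjusted p = 8.39e-06) at 1 h and 3.04 (SE 0.12, adjusted p = 1.36e-07) at 9 h, a tested rise of 1.26.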

Allyl-ITC treatment for 1 h and 9 h induces the expression of genes encoding BAG5 (At1g12060) and BAG6 (At2g46240). 

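Ranked by log2 ratio among the upregulated genes at 1 h with both ITC arrays above both mock arrays, BAG6 was number 7; the highest was CML37, at 8.41.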

*BAG 6* was among the top 10 allyl-ITC induced genes at the 1 h time point (Additional file 1). Both proteins contain in addition to the BAG domain (BD) a calmodulin-binding motif, a special feature of some plant BAG proteins [110]. BAG6 was characterized as a stress (SA, H_2_O_2_, heat) responsive protein that is able to bind calmodulins (in a Ca^2+^-independent manner) but not AtHSC70-1 in vitro and that, unexpectedly, induces PCD [111]. Another report however postulated that BAG6 has a cytoprotective role, promotes basal resistance to the necrotrophic fungus *Botrytis cinerea* and retards plant senescence [110]. Except for the finding that BAG5 (At1g12060) was able to bind AtHSC70-1 in vitro [111], little is known about the role of this BAG family member in plants.

Other actors with potential cell death regulatory function are metacaspases (MCs), and *A. thaliana* possesses nine MC-encoding genes [180]. The expression of *AtMC1* (At1g02170) and *AtMC2* (At4g25110), coding for two metacaspases that have antagonistic functions in regulating HR-associated cell death [181], responded differently to the allyl-ITC treatment. 

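At 9 h AtMC1 was at 1.38 (SE 0.11, adjusted p = 9.53e-06) and AtMC2 at -0.98 (SE 0.22, adjusted p = 0.00443). The latter is just under the limit; it passed with the processed signal, at -1.22, with the mean signal scaled to its 75th percentile, at -1.09, and without the second ITC array. At 1 h neither was affected (0.19 and -0.48).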

While the positive regulator of cell death AtMC1 was induced, the negative regulator of cell death AtMC2 was repressed at the last time point tested. In addition, the gene encoding LSD1 (lesion simulating disease 1; At4g20380), which is a negative cell death regulator and interacts with AtMC1 [181, 182], was upregulated at the 9 h time point. On the other hand, LOL1 (LSD one like 1; At1g32540), with homology to LSD1 and considered a positive regulator of cell death [183], was downregulated. 

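LSD1 had log2 ratios of -0.09, 0.52 (SE 0.08, adjusted p = 0.00114) and 1.17 (SE 0.08, adjusted p = 2.87e-06) at 30 min, 1 h and 9 h, a tested rise of 0.65 to 9 h.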

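LOL1 was at -0.65 (SE 0.15, adjusted p = 0.0109) at 1 h, under the limit, and at -1.98 (SE 0.15, adjusted p = 6.26e-06) at 9 h, a tested change of -1.33.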

Another metacaspase, the positive regulator of oxidative stress-induced cell death AtMC8 (At1g16420; [184]) was induced at all three time points, particularly at 1 h and 9 h. 

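AtMC8 had log2 ratios of 1.18 (SE 0.39, adjusted p = 0.0707), 5.10 (SE 0.39, adjusted p = 1.81e-05) and 4.78 (SE 0.39, adjusted p = 1.15e-05) at 30 min, 1 h and 9 h, and was called at 1 h and 9 h. At 30 min the call depended on the processing. The change from 30 min to 1 h, of 3.92, was a tested one.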

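AtMC7 was at -1.34 (SE 0.12, adjusted p = 0.0005) at 30 min and 0.05 at 1 h, a tested change of 1.39. At 9 h its probe was well above background on no ITC array and the level fell at least 1.43-fold (adjusted p = 0.00213), under the limit but called with the processed signal.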

The yet uncharacterized *AtMC7* (At1g79310) was downregulated at the 30 min time point. 

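AtMC4 was at -0.05, 0.03 and 0.06 (SE 0.11, adjusted p = 0.704) at 30 min, 1 h and 9 h.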

Interestingly, AtMC4 (At1g79340), a positive regulator that contributes to cell death activation during oxidative stress and host–pathogen defence responses [185] was not significantly affected by allyl-ITC. It should be noted that post-translational control mechanisms and protein-protein interactions have been described to affect metacaspases [186] and our transcriptional profiling may hence not give the whole picture of how allyl-ITC affects metacaspases during its putative induction of cell death.

Several adverse biotic and abiotic environmental factors can lead to endoplasmic reticulum (ER) stress as the capacity of the protein folding and ER-associated degradation (ERAD) machinery is exceeded. This triggers a stress mitigation mechanism called unfolded protein response (UPR). ER stress sensors located on the ER membrane initiate the UPR signalling pathway that can ultimately lead to PCD. Two branches of the UPR signalling pathway have been identified in plants so far: the IRE and the bZIP28/bZIP17 (homologous to IRE and ATF6 in animals, respectively) [187].

Plant IRE1s (encoded by two genes in *A. thaliana*) are localized to the ER membrane, possess kinase and endoribonuclease domains, and in response to ER stress IRE1 splices the mRNA encoding bZIP60 [188]. 

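IRE1b had log2 ratios of 0.10, -0.23 and -0.48 (SE 0.08, adjusted p = 0.000751) at 30 min, 1 h and 9 h, and IRE1a of 0.24, 0.26 and 0.31. bZIP60 was at 2.36 (SE 0.09, adjusted p = 2.58e-07) at 1 h and 2.26 (SE 0.09, adjusted p = 1.15e-07) at 9 h. The splicing of its transcript was not analysed here.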

Although neither *IRE1-1/IRE1b* (At5g24360) nor *IRE1-2/IRE1a* (At2g17520) were affected by allyl-ITC, *bZIP60* (At1g42990) was induced at 1 h and 9 h (Fig. 12). The spliced bZIP60 mRNA is translated, the protein translocates to the nucleus and activates directly UPR genes such as genes encoding chaperones of the HSP70 family called BIPs (luminal-binding proteins). 

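BIP2 and BIP3 were upregulated at 9 h, and BIP1 was under the limit, with the values given with the HSP70 genes. BIP3 lost its call without the second mock array, at 1.75. NAC062 had log2 ratios of 1.02 (SE 0.11, adjusted p = 0.00125), 2.97 (SE 0.11, adjusted p = 3.13e-07) and 1.69 (SE 0.11, adjusted p = 3.51e-06) at 30 min, 1 h and 9 h; at 30 min it was lost under both 75th percentile scalings. NAC103 was at 0.06 at 1 h and 0.91 (SE 0.09, adjusted p = 3.24e-05) at 9 h, and PDI5 at -0.46 and 0.12, not affected.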

*BIP1* (At5g28540), *BIP2* (At5g42020) and *BIP3* (At1g09080) were induced at 9 h allyl-ITC treatment (Fig. 12). bZIP60 also activates the transcription factors NAC062 (At3g49530), induced by allyl-ITC, and NAC103 (At5g64060) which then activate UPR genes such as *CNX1* (calnexin 1; At5g61790), *CRT1* (calreticulin 1; At5g56340) and *PDI5* (protein disulfide isomerase 5; At1g21750) [189, 190]. The other pathway is mediated by bZIP28 and bZIP17 that are also localized to the ER membrane under normal conditions [191]. 

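bZIP28 was at 1.58 (SE 0.12, adjusted p = 1.72e-05) at 1 h and 1.37 (SE 0.12, adjusted p = 1.77e-05) at 9 h, and bZIP17 at 0.57 (SE 0.08, adjusted p = 0.0011) and 0.43 (SE 0.08, adjusted p = 0.00228), under the limit.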

While *bZIP28* (At3g10800) was induced after 1 h and 9 h of allyl-ITC exposure, *bZIP17* (At2g40950) was not affected. Upon ER stress, they are transported to the Golgi where they are proteolytically cleaved and then translocate to the nucleus, where they induce UPR genes. bZIP28 forms a transcriptional complex with a NF-YA4/NF-YB3/NF-YC2 (nuclear factor Y) trimer, leading to the induction of genes like *BIP3*, *SDF2* (stromal cell derived 2), *CNX1*, *PDI5* and *NF-YC2* [191]. *NF-YC2* (At1g56170) was upregulated at 9 h; *NF-YB3* (At4g14540) was downregulated at 9 h while the expression of *NF-YA4* (At2g34720) was not affected by the allyl-ITC treatment. Also other markers for ER stress and UPR were not induced such as *CNX1* (At5g61790), *AtCRT1* (At5g56340), *SDF2* (At2g25110), *NAC089* (At5g22290) transcription factor [192] or any of the six *PDI* genes induced by chemical ER stress inducers [193].

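At 9 h NF-YC2 was at 2.15 (SE 0.15, adjusted p = 4.22e-06), NF-YB3 at -1.46 (SE 0.11, adjusted p = 7.66e-06) and NF-YA4 at 0.65 (SE 0.09, adjusted p = 0.000335), the last under the limit. At 1 h they were at 0.87, -0.44 and -0.18; all 3 changes, of 1.29, -1.02 and 0.83, were tested ones.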

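At 9 h CNX1 was at 0.38 (SE 0.08, adjusted p = 0.0041), CRT1 at 0.74 (SE 0.09, adjusted p = 9.59e-05), SDF2 at 0.64 (SE 0.13, adjusted p = 0.00287) and NAC089 at 0.17, all under the limit. Compared with 1 h, CNX1 and SDF2 were higher by test, by 0.65 and 0.84. The text does not name the 6 PDI genes. After the values had been seen, the 13 genes with a RefSeq symbol or synonym of the PDI-like family were counted. None was affected at 30 min or 1 h. At 9 h 2 were upregulated, PDIL1-3 (At3g54960), at 1.02 (SE 0.11, adjusted p = 4.83e-05), and PDIL2-2 (At1g04980), at 1.02 (SE 0.13, adjusted p = 0.000194), 1 of them with the processed signal.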

However genes reported to be induced by tunicamycin, a typical ER stress agent that elicits UPR, were also induced by allyl-ITC, such as *TIN1* (tunicamycin induced 1; At5g64510), *DJB9/TMS1* (DnaJ B9/thermosensitive male sterile 1; At3g08970), *HSP70-4* (At3g12580) and the already mentioned *AtBI-1* (At5g47120) [177, 188, 194–197] (Fig. 12). 

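TIN1 had log2 ratios of 4.42 (SE 0.17, adjusted p = 2.81e-07) at 1 h and 6.67 (SE 0.17, adjusted p = 1.15e-08) at 9 h, a tested rise of 2.24. At 1 h DJB9 was at 4.64 (SE 0.20, adjusted p = 6.20e-07) and HSP70-4 at 2.30 (SE 0.19, adjusted p = 2.81e-05); the values at 9 h are given above.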

The allyl-ITC treatment also lead to the downregulation of genes (mostly after 9 h) that were reported to be downregulated by tunicamycin, such as the cell death antagonist *KTI1* (kunitz trypsin inhibitor 1; At1g73260) [198], *PR4* (At3g04720), *PER45* (peroxidase 45; At4g30170) and *OSM34* (osmotin 34; At4g11650) (Fig. 12).

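At 9 h PER45 was at -2.26 (SE 0.29, adjusted p = 0.000194), from probes at -3.14 and -0.94, some of them not well above background, PR4 at -1.39 (SE 0.17, adjusted p = 0.000142), KTI1 at -1.91 (SE 0.57, adjusted p = 0.0193) and OSM34 at -2.26 (SE 0.69, adjusted p = 0.0229). The last 2 had a large spread: KTI1 lost its call without the first array of either group and OSM34 without any of 3 arrays. At 1 h only PR4 was called, at -1.01 (SE 0.17, adjusted p = 0.00241), lost under both 75th percentile scalings. Between 1 h and 9 h only PER45 changed by test, by -2.51.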

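The paper proposes as a possibility that ITCs cause ER stress and a UPR that in the end lead to PCD. Fig. 12 shows only genes that the paper found affected. Of the markers and components that the text names beside them, the nearest to a call was NAC103, at 0.91 at 9 h.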

Based on these expression profiles, it is possible that ITCs trigger an ER stress and an UPR response, leading ultimately to PCD. As different environmental conditions and chemical compounds can lead to ER stress, it is however difficult to pinpoint at how ITC might trigger ER stress. As discussed previously, ITCs might either directly affect the folding of proteins or might through the depletion of GSH affect the oxidizing status of the ER and hence the disulphide bond formation involved in protein folding. ITC might also lead to ER stress by triggering an oxidative stress. Hence, the action of allyl-ITC through this pathway is worth being further investigated, e.g. by using chemical chaperones in conjunction with allyl-ITC to reduce the load of misfolded proteins in the ER. Also, as it was shown that sulforaphane and benzyl-ITC, but not isopropyl-ITC, led to cell death [40], a larger range of ITCs should be tested. Cell death triggered by sulforaphane was observable 24 h after infiltration [40]. 

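Of the 16 ER stress and UPR genes that the text gives as affected, 10 were upregulated and 5 downregulated at 9 h, 7 and 1 at 1 h, and at 30 min 1, NAC062, was upregulated.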

Most of the ER stress and UPR genes that responded to our allyl-ITC treatment were affected at the latest (9 h) time point that we assessed. It would therefore be interesting to see if other hallmarks of this pathway can be detected after a longer exposure to allyl-ITC.

Due to the spatial separation of GSLs and myrosinases in the intact plant cell [199] endogenous ITC generated upon cell rupture and exogenously applied ITC might be expected to act to a great degree in the apoplast and cytosol. Plants possess a mechanism to sense misfolded proteins in the cytosol, the so-called cytosolic protein response (CPR). Upon stress-triggered accumulation of misfolded proteins in the cytosol, HSP70/HSP90 chaperones are recruited. This disturbs the interaction between HSPs and Hsfs that is responsible for maintaining protein homeostasis. The released Hsfs trimerize to form active transcription factor complexes that get imported into the nucleus and activate the transcription of HSPs. Upon restoration of normal levels of free chaperones, Hsfs are inactivated by binding of the HSP70 machinery [64, 74]. Hence, the CPR is a subcomponent of the wider heat shock response already discussed earlier in this article. When comparing transcriptional features attributed to CPR [74] with the transcriptional response to allyl-ITC, a large overlap was detected within the induced response: of the 148 upregulated genes of the CPR, 111 genes were induced by allyl-ITC after 1 h and 132 genes were induced by allyl-ITC after 9 h (Additional file 4A and B). 

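All 111 genes of Additional file 4A were upregulated here at 1 h, from CDF1 (At5g62430), at 1.04 (SE 0.13, adjusted p = 0.000332), to HSP17.6C-CI, at 7.84 (SE 0.29, adjusted p = 2.24e-07). All 132 genes of Additional file 4B were upregulated at 9 h, from At1g72800, at 1.04 (SE 0.12, adjusted p = 8.73e-05), to HSP17.6C-CI. The remaining genes of the CPR, which the tables do not name, were not analysed here. Since the genes of these tables were chosen for having been affected, their shift against other genes was not tested.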

Many *HSPs* and *Hsfs*, including *HsfA2* that was identified as one of the regulatory components of CPR in *A. thaliana* [74], were induced in the CPR and by allyl-ITC. The list contains also many genes encoding other transcription factors and genes encoding proteins involved in protein degradation. The overlap in downregulated genes between the two conditions is much more restricted: of the 89 CPR-repressed genes, 19 and 30 were downregulated by allyl-ITC at 1 h and 9 h respectively (Additional file 4C and D). 

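All 19 genes of Additional file 4C were downregulated here at 1 h, from At2g33170, at -1.03 (SE 0.15, adjusted p = 0.00104), to At1g29460, at -3.75 (SE 0.14, adjusted p = 2.49e-07). All 30 of Additional file 4D were downregulated at 9 h, from BBX27 (At1g68190), at -1.05 (SE 0.12, adjusted p = 8.89e-05), to NCED4 (At4g19170), at -3.18 (SE 0.21, adjusted p = 2.85e-06).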

Interestingly however, eight of these 19 genes are known to be induced by auxin, and include genes such as *IAA1/AXR5* (At4g14560), *ACS4* (ACC synthase 4; At2g22810); the homeobox-leucine zipper *HAT2* (At5g47370) and three *SAUR* (small auxin-up RNAs) genes [200–204]. It might be that allyl-ITC exerts an auxin-antagonistic action, as has recently been shown for indole-3-carbinol [205], a degradation product of indole-3-methyl-GSL. Also other signalling molecules such as oligogalacturonides (OGs) have been reported to inhibit the induction of certain auxin responsive genes [206]. 

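At 1 h IAA1 was at -1.07 (SE 0.13, adjusted p = 0.000358), a call lost without the first ITC array, and HAT2 at -1.79 (SE 0.14, adjusted p = 2.14e-05). ACS4 was well above background on no ITC array and fell at least 2.11-fold (adjusted p = 0.00149), lost under normexp. Of the SAUR genes, At1g29460 has the value given above, At4g38860 was at -2.77 (SE 0.18, adjusted p = 6.56e-06), and At3g03840, well above background on no ITC array, fell at least 2.26-fold, also lost under normexp. At 9 h all 6 were still downregulated. The values of At1g29460 and At4g38860 had by then risen by test, by 0.93 and 1.27, to -2.82 and -1.50. None was affected at 30 min.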

Another possible explanation might be that the allyl-ITC-triggered production of H_2_O_2_ suppresses the activation of auxin-inducible genes [207, 208]. In this context it is noteworthy that one of the few *SAUR* genes induced by allyl-ITC, *SAUR35* (At4g12410), was also induced during the CPR [74].

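SAUR35 had log2 ratios of 0.05, 3.40 (SE 0.16, adjusted p = 8.73e-07) and 3.85 (SE 0.16, adjusted p = 1.60e-07) at 30 min, 1 h and 9 h.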

Characteristic features of the cytosolic protein response at the transcriptional level are hence part of the larger allyl-ITC response. 

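The paper concludes that features of the CPR are part of the response, from the overlap of the 2 gene lists and from the Hsfs and HSPs among them, and proposes an auxin-antagonistic action or H_2_O_2_ as reasons for the auxin-induced genes that fell. Both lists are read from transcripts; misfolded proteins, auxin and H_2_O_2_ were not measured on the arrays.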

The mechanism(s) through which allyl-ITC triggers this response and its outcome seem therefore to be interesting aspects deserving further investigations.

## Conclusion

Exposure of *Arabidopsis thaliana* to vapours of allyl-ITC triggered a rapid and substantial transcriptional response affecting numerous biological processes. For the purpose of this paper a few affected key processes were selected for a more detailed description of the genes involved: glucosinolate metabolism, sulphate uptake and assimilation, heat stress response, oxidative stress response, elicitor perception, plant defence and cell death mechanisms. These were chosen so as to relate transcriptional changes to the biosynthetic steps related to the generation of ITCs, to identify gene regulations that might be involved in the observed effects of ITC on plants reported in the literature and to present some avenues for further investigations in order to decipher the molecular mechanisms underlying the effects caused by ITCs in plants.

## Methods

### Plant material and growth conditions

Seeds of the *A. thaliana* accession Col-0 were surface sterilised and sown on Petri dishes (9 cm diameter) containing solid in vitro cultivation medium consisting of ½ x Murashige and Skoog basal salt mixture (Sigma-Aldrich, Saint Louis, USA), 2 % sucrose, 0.6 % phytoagar (w/v), pH 5.7. Seeds were stratified for 2 days at 4 °C before being transferred to a controlled growth chamber under a 16 h photoperiod (light intensity: 75 μmol.m^-2^.sec^-1^) at 21-23 °C.

### Exposure to allyl-isothiocyanate

Allyl-isothiocyanate (Sigma-Aldrich, Saint Louis, USA; Cat Nb 377430) was freshly diluted in commercial rape seed oil to a concentration of 0.05 M and 200 μl of this solution was applied to a piece of filter paper that was placed into a 14-cm diameter Petri dish. Exposure to allyl-isothiocyanate was obtained by putting a 9-cm dish (lid removed) containing ten-day old *A. thaliana* plants into this 14-cm diameter dish for 30 min, 1 h or 9 h. The plants were hence exposed to vapours of allyl-isothiocyanate in a closed atmosphere. The control consisted of filter paper onto which 200 μl of rape seed oil was applied.

### Microarray analysis

For microarray experiments, *A. thaliana* plants from the isothiocyanate and the control treatment were processed simultaneously at each time point through the following procedure. Shoots (including rosette leaves and hypocotyl) of the in vitro grown plantlets were harvested separately from two individual Petri dishes and immediately flash-frozen in liquid N_2_. The harvested tissue was stored at -80 °C until further processing. Frozen plant tissue was submitted to two disruption cycles with a TissueLyser II (Qiagen, Hilden, Germany) for 2 min at 25 Hz, using 2 ml tubes containing a 5 mm stainless steel bead. The TissueLyser adaptors used for the first disruption cycles, tubes and beads were prefrozen at -80 °C. Total RNA was extracted with the Spectrum Plant Total RNA kit (Sigma-Aldrich, Saint Louis, USA) as described by the supplier, but with lysis solution being added to the plant tissue between the two disruption cycles. An on-column DNase digestion was performed using the RNase-Free DNase Set (Qiagen, Hilden, Germany) to eliminate genomic DNA. RNasin (Promega, Madison, USA) was added to the RNA to a final concentration of 1 U/μl. Total RNA was quantified with a NanoDrop ND-1000 (Nanodrop, Delaware, USA) and RNA quality was verified by formaldehyde gel electrophoresis. Total RNA (200 ng) isolated as described above was reverse transcribed, amplified and labelled using the Low Input Quick Amp Labeling Kit, One-Color (Agilent Technologies, CatNb 5190–2305). 1650 ng cRNA from each sample was fragmented and hybridized on 4 × 44 K Arabidopsis (V4) Gene Expression Microarray (Agilent Technologies, CatNb G2519F-021169) in an Agilent G2545A Hybridization rotary oven (10 rpm, 65 °C, 17.5 h). Hybridization was performed with the Gene Expression Hybridization Kit (Agilent Technologies, CatNb 5188–5242). The slides were washed with buffer 1 & 2 from Gene Expression Wash Buffer kit (Agilent Technologies, CatNb 5188–5327) and scanned twice at 5 μm resolution on a laser scanner (Agilent Technologies G2505 B), using the “dynamic range expander” option in the scanner software. The resulting images were processed using Agilent Feature Extraction software v9.5.

### Statistical analysis of microarray data

The microarray data were preprocessed using the Limma package (version 3.2.3) as implemented in R [209]. Spots identified as feature outliers were excluded from analysis, and weak or non-detected spots were given reduced weight (0.5). The data were normalized using quantile normalization and no background subtraction was performed. The Benjamini and Hochberg's method was used to estimate the false discovery rate [210]. Values are an average of all probes mapping to the gene in question. Genes with an adjusted *p*-value below 0.05 were considered to be statistically significant differentially expressed but only genes whose expression is affected by log_2_ ≥ 1 or ≤ -1 are discussed in the text. The study is MIAME-compliant and raw microarray data files have been deposited in the Gene Expression Omnibus (GEO accession number: GSE81634).

### Representation of microarray data

Comparison between gene expression profiles within our dataset and between our dataset and publicly available datasets were done using the BioVenn web application [211]. Analysis of gene ontology categories overrepresented in the transcriptional response to allyl-ITC was performed using the Cytoscape plugin BiNGO using a hypergeometric test with a Benjamini & Hochberg False Discovery Rate (FDR) correction and a significance level of 0.05 [212].

## Additional files

Additional file 1: List of genes whose expression is significantly affected (*P* < 0.05 and log_2_ ≥ 1 or ≤ -1) by the allyl-ITC treatment at one of the three time points. (PDF 1744 kb) Additional file 2: Comparison of allyl-ITC-induced genes and MBF1C-dependent genes. (XLSX 19 kb) Additional file 3: Comparison of the allyl-ITC response with oxidative stress responses. (XLSX 230 kb) Additional file 4: Comparison of the transcriptional response to allyl-ITC with the CPR response.

How the deposited data were processed for this re-analysis (not part of the article)

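Shoots of 10-day-old Arabidopsis seedlings were exposed to allyl-ITC vapour or to oil alone for 30 min, 1 h and 9 h. RNA of each of the 6 groups was measured on 2 one-colour Agilent arrays, 12 in all. The deposited intensity values of each array were written by Feature Extraction 9.5, as the file headers say, and are the mean and the median brightness of each spot, its local background and a processed signal that the software had corrected for background. None of these had been normalized between arrays. The authors also deposited a table of quantile-normalized intensities on a linear scale. Its values lay closest to the quantile-normalized median signal of the spots, with a median absolute difference of 0.00386 log2 units across probes, against 0.0196 for the mean signal and 0.32 for the processed signal. It was used as an alternative only.

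The mean signal was put on a log2 scale without background subtraction, and quantile normalization was applied in limma 3.58.1 under R 4.3.3, with data.table 1.17.8. Control spots and spots marked as outliers were left out, and spots not well above background had weight 0.5. Of 43803 spots, 38613 were assigned to a locus by the systematic name and 644 by the gene name in the files. The other 4546 name no locus and were not tested as genes. Replicate spots of a probe were averaged. The probes of a gene were then averaged by an additive fit of probe and array. Of 29043 genes, 7744 had several probes, and 767 had a probe that the files list for more than 1 locus. limma was fitted with a mean for each group, which leaves 6 residual degrees of freedom, to which the moderated variances add 2.76. The contrasts were ITC against mock at each time point, differences of these log2 ratios between time points, and differences between mock groups. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 ratio of at least 1. The paper gives the treatment of the signal, the weights and the thresholds but not the model.

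The arrays had between 73.7 and 78.4 % of their probes well above background, so depth differed little, and the number of arrays limits the precision. The calls were tested on simulated data, in which 200 genes of each comparison had been given a log2 change of 1.5, up and down in equal numbers. These genes were drawn from those with a probe well above background on every array, and the noise was independent between spots. Of these, 178, 182 and 183 were called in the right direction at 30 min, 1 h and 9 h and none in the wrong one. No unchanged gene was called at 30 min or 1 h, and 3 were at 9 h. Changes in dim genes, changes near the limit and the larger, uneven sets of affected genes of the real arrays were not simulated. The recovery on the real arrays is therefore not known from this.

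The published gene lists compared with the response are those of the paper's Additional files 2 and 3, and the members of the cytosolic protein response are those of Additional file 4. Lists were tallied over their members with a probe. The shift of a list against all other genes was tested by camera in limma, with a preset correlation of 0.01. For comparison camera was run with an estimated correlation, and fry was run as well. The fry test asks whether a list changed by itself, so that its calls do not show a shift against other genes. Only lists of which the copy used here holds as many genes as the paper states were tested, together with the list of MBF1C-expressing plants. Families of the paper were tallied over the members it names. Its figures of log2 ratios hold only genes that it found affected at some time point. Shares of affected genes among them were therefore largely fixed in advance. Genes named at a claim are those that the text, the figures or Additional files 2B, 3C and 4A to 4D name for it, the 10 highest and the 10 lowest called genes of each time point with both ITC arrays beyond both mock arrays, and the highest and lowest members of long lists. Tallies of GST, WAK and WAKL, DEG, SERAT, CaM and CML, and PDIL genes by their RefSeq symbols or synonyms were added after the values had been seen. So were the overlaps of Fig. 9 and the tally of general oxidative stress genes.

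The main processing, the comparisons, the rule for named genes and the alternatives were set before the data were examined. The alternatives were the processed signal scaled to its 75th percentile, normexp background correction with offset 50, the mean signal scaled to its 75th percentile, weight 1 for every spot, outlier spots kept, a filter on dim probes, a plain mean of probes, a test per probe, the replicate number or the slide as a block, a fit of each time point alone, the deposited table, the adjusted p alone, and the omission of each array in turn. For a gene that is called neither way a change of sign was counted as no change, since it has no direction. The direction of each family median was compared under the scaling alternatives. Of 38 family medians at each time point, 6 near 0 at 30 min changed sign, those of the HSP100, trehalose-6-phosphate synthase, unaffected defence, unfolded protein response, SERAT and calmodulin and CML genes, and none at 1 h or 9 h.

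Overrepresentation of gene ontology terms was not analysed here, and Additional file 1 was not used here. Additional file 3A was used only for the lists that it shares with other studies.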

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

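The tests of the shade-avoidance genes and of the families outside the paper, with that of their normalization, were chosen only after the results were seen, as was the comparison with the lowest count between time points in the test of the slides.

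Some genes were called in opposite directions at different time points, and in each case the difference between the log2 ratios was itself called in limma. Between 30 min and 1 h this holds for 19 genes, 12 of them up at 30 min. Between 30 min and 9 h it holds for 47, 24 of them up at 30 min, and between 1 h and 9 h for 17, 10 of them up at 1 h. Taken over the comparisons with 30 min there were 58 genes, among them, as examples chosen after their values were seen, JAZ10 (At5g13220) with -1.98 at 30 min and 2.51 at 9 h, and NIMIN1 (At1g02450) with -1.42, 1.23 and -1.31 at the 3 time points.

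The tables argue against the normalization as the whole cause of these opposite calls with 30 min: with the 75th percentile of the processed signal, 44 genes, or 75.9 %, kept both calls. They argue against probes shared with other loci too, since the number of these genes with such a probe was 0. A brief shade-like response at 30 min stays open. Of 7 shade-avoidance genes listed for the test none was called at 30 min (median 0.08, -0.11 to 0.11 with an array left out, mean -0.09; camera, adjusted p = 0.83), but the list leaves out PIL1 (At2g46970), called up at 30 min, at 1.13, and down at 1 h, at -1.02, and PIL2 (At3g62090), called up at 30 min, at 1.1, and down at 9 h, at -1.16. Both were named after their values were seen. At 1 h and 9 h the listed genes had medians of -0.93 and -0.69, called down by fry (adjusted p = 8.46e-05 and 2.30e-05). camera did not call them with the mean signal (0.0935 and 0.063) or with the estimated correlation (0.329 and 0.281), and with the processed signal called them at 9 h only (0.0698 and 0.0489). Chance spread between 2 arrays stays open for part of the genes: with an array of 30 min left out, between 36 and 45 of the 58 genes kept their call at 30 min. The ratio of each time point is taken within its own slides, which leaves open only a slide effect that differs between ITC and mock arrays. A response at 30 min that differs in kind from the later one remains a hypothesis for the genes that keep their calls. The same was checked for the genes that changed direction between 1 h and 9 h: 14 of 17 kept both calls with the processed signal, none had a shared probe, and with an array left out between 11 and 16 kept the call of the array's time point.

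The mock arrays differ between time points, which the paper does not analyse. Between 1 h and 30 min 945 genes were called, 247 of them higher at 1 h; between 9 h and 30 min 2266, 959 of them higher at 9 h; and between 9 h and 1 h 1626, 814 of them higher at 9 h. Of these genes, 224, 836 and 731 were also affected by ITC at the later time point.

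The time points lie on different slides, and the tables argue against the slide as the whole cause. The mock arrays of 1 h lie on different slides and differed by a log2 ratio of at least 1 in 204 genes, while the pairs on 1 slide differed in 180 and 187. Single mock arrays of different time points differed in 1182 to 2649 genes, with a median of 1932, of which the number at 1 h is 10.6 %. The limit set in advance, under 10 %, was narrowly missed; the comparison relied on here is that the number is far below the lowest between time points. Only 1 pair of slides could be compared in this way. The scan cannot be told apart from the time point, since 0 scanning sessions hold mock arrays of more than 1 time point. The time of day at harvest may account for part of the difference: of 10 clock genes listed in advance, 9 were called between 9 h and 30 min, against 7.8 % of all genes (one-sided Fisher's exact test across genes, p = 9.82e-10; genes are not independent replicates). All 4 genes of the morning fell and all 5 of the evening rose, for example LHY (At1g01060) with -3.56 and ELF4 (At2g40080) with 5.19, and PRR7 (At5g02810), with 0.35, was not called. Mean log2 levels of clock genes also differed between the mock arrays of 30 min and 1 h, without a test. LHY was at 12.31 and 14.42, RVE8 at 9.17 and 10.67, and PRR5 at 8.53 and 7.06. TOC1 hardly moved, at 9.63 and 9.68, and ELF4, of the evening, was at 7.22 and 7.82. The time of day was therefore not separated from the length of exposure in any comparison between time points. An effect of the oil or of the closed dishes that grows with time was not tested and stays open as well.

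Gene families outside those that the paper discusses were grouped by RefSeq symbol, which gave 181 families of at least 8 genes and 543 tests. camera called 24 shifts, of which 24 were also called by fry, which tests a family by itself and not against other genes. With the correlation estimated from the arrays camera called none, the lowest adjusted p being 0.713, so that each camera call depends on the preset correlation. Of those that camera called with either signal and fry called as well, 8 had a median log2 ratio beyond 0.5. At 30 min the median was 0.56 for the 10 LSH genes (1 called in that direction, adjusted p = 0.0339, 0.52 to 0.59 with an array left out). At 1 h it was 0.71 for the 22 PUB genes (9 called in that direction, adjusted p = 1.61e-05, 0.76 to 0.79 with an array left out), 0.66 for the 8 RHA genes (3 called in that direction, adjusted p = 0.0209, 0.63 to 0.70 with an array left out) and -0.92 for the 10 ZFP genes (3 called in that direction, adjusted p = 0.0104, -0.93 to -0.75 with an array left out). At 9 h it was 0.58 for the 9 RPT genes (1 called in that direction, adjusted p = 0.0451, 0.39 to 0.67 with an array left out), -0.69 for the 10 OTP genes (2 called in that direction, adjusted p = 0.0268, -0.85 to -0.57 with an array left out), -0.67 for the 13 MEF genes (1 called in that direction, adjusted p = 0.0481, -0.80 to -0.54 with an array left out) and -0.51 for the 42 UMAMIT genes (14 called in that direction, adjusted p = 0.00344, -0.62 to -0.51 with an array left out). In each case the family median lay beyond both mock arrays on both ITC arrays.

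For these families the tables argue against the normalization as the whole cause, since 18 of the 24 shifts called by camera kept direction and call with the 75th percentile of the processed signal; the medians named kept their sign under each scaling, the smallest being -0.49, that of the UMAMIT genes. Probes shared between family members are few, with 2 UMAMIT genes and no gene of the other 7 families having one. Joint regulation of family members and chance correlation within a family, which the estimated correlation does not exclude, both stay open, and a response of these families to allyl-ITC may be taken as a hypothesis only.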

How the results depend on the processing

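All alternatives were planned in advance and none was added. A count or share is taken here as kept when it stays within 1.5 times its value, a mean, median or extreme when it moves by less than the SD between replicates, and a test when its direction and its side of the threshold stay. The cause of a change was not tested unless it is given. With weight 1 for all spots, outlier spots kept, the filter on dim probes, the plain mean of probes, the test per probe and the deposited table, every count, share and level over all genes and every tally of list members was kept. Outside the adjusted p alone, the number of affected genes ranged from 348 to 611 at 30 min, from 1598 to 2430 at 1 h and from 3586 to 5722 at 9 h. No gene called in the main setting and in an alternative changed direction between them. Of the genes affected at 30 min, 1 h and 9 h, 85.4 %, 98.5 % and 96.9 % were called the same way with the processed signal, and 383 of 437, 1597 of 1762 and 3586 of 4013 with normexp.

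With the 75th percentile of the processed signal, which is corrected for background, there were 651 genes down at 1 h (from 398), 2644 genes down at 9 h (from 1627), 109 genes affected at 30 min and 9 h only (from 71), 3058 genes down at any time point (from 1902) and 2007 genes that differ between mock arrays, 1 h against 30 min (from 945). The largest log2 ratio of upregulated genes was 5.13 at 30 min (from 4.75), 9.69 at 1 h (from 8.41) and 14.63 at 9 h (from 11.64). The mean log2 ratio of upregulated genes was 1.71 at 30 min (from 1.60), 2.47 at 1 h (from 2.28) and 2.44 at 9 h (from 2.12). The median log2 ratio of upregulated genes was 2.03 at 1 h (from 1.86) and 1.93 at 9 h (from 1.70). The lowest log2 ratio of downregulated genes was -6.53 at 30 min (from -3.51), -4.56 at 1 h (from -3.75) and -6.76 at 9 h (from -4.80). The mean log2 ratio of downregulated genes was -1.54 at 1 h (from -1.44) and -1.62 at 9 h (from -1.50). The median log2 ratio of downregulated genes was -1.39 at 9 h (from -1.33). There were 8 genes in cluster IV (from 4) and 9 genes in cluster V (from 3).

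With normexp background correction the largest log2 ratio of upregulated genes was 4.54 at 30 min (from 4.75), 7.89 at 1 h (from 8.41) and 11.19 at 9 h (from 11.64). The mean log2 ratio of upregulated genes was 2.06 at 9 h (from 2.12). The lowest log2 ratio of downregulated genes was -3.40 at 1 h (from -3.75) and -4.57 at 9 h (from -4.80). There were 2 genes in cluster VI (from 4). Scaling the mean signal to its 75th percentile gave 2 genes in cluster II (from 4), the slide as a block 2 genes in cluster VI (from 4), and the fit of each time point alone, which has fewer arrays to estimate the spread, 1 gene in cluster V (from 3) and 2 genes in cluster VI (from 4).

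Without the limit on the log2 ratio, adjusted p alone called 5321 genes at 30 min (2623 up, 2698 down), 7852 genes at 1 h (3088 up, 4764 down) and 14608 genes at 9 h (5752 up, 8856 down). The genes added are those with an absolute log2 ratio under 1.

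Of 21 shifts of gene lists called by camera, 18 were called by fry, which tests a list by itself and not against other genes. Not called by fry were the lists MBF1C-expressing plants up at 30 min (0.148), specific superoxide up at 30 min (0.0707) and specific superoxide down at 30 min (0.0887), with the adjusted p in parentheses; called by fry alone were specific hydrogen peroxide down at 30 min (0.0253), specific hydrogen peroxide up at 1 h (0.000200), specific hydrogen peroxide up at 9 h (1.90e-05) and specific hydrogen peroxide down at 9 h (0.0475). With the correlation estimated from the arrays 6 were called, and these were not: MBF1C-expressing plants up at 30 min (0.652), singlet oxygen up at 30 min (0.451), superoxide/H2O2 up at 30 min (0.236), specific superoxide up at 30 min (0.451), specific superoxide down at 30 min (0.476), MBF1C-expressing plants up at 1 h (0.222), superoxide/H2O2 down at 1 h (0.451), specific singlet oxygen down at 1 h (0.225), MBF1C-expressing plants up at 9 h (0.586), singlet oxygen up at 9 h (0.222), superoxide/H2O2 up at 9 h (0.184), specific singlet oxygen up at 9 h (0.236), specific singlet oxygen down at 9 h (0.467), specific superoxide up at 9 h (0.451) and specific superoxide down at 9 h (0.236). All 21 were called with the processed signal. camera used a preset correlation of 0.01 between genes of a list, and the list calls not kept with the estimated correlation depend on it.

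With each array left out in turn, which leaves 1 array in a group, taken to vary like the other groups, some results went beyond these limits. The largest log2 ratio of upregulated genes ran from 4.66 to 7.42 at 30 min and 11.55 to 11.74 at 9 h. The mean log2 ratio of upregulated genes ran from 1.61 to 1.70 at 30 min. The lowest log2 ratio of downregulated genes ran from -4.66 to -3.72 at 1 h and -5.15 to -4.56 at 9 h. The mean log2 ratio of downregulated genes ran from -1.55 to -1.45 at 9 h. The median log2 ratio of downregulated genes ran from -1.34 to -1.16 at 30 min and -1.37 to -1.29 at 9 h. Cluster sizes ran from 3 to 10 genes for cluster I, 2 to 8 genes for cluster II, 3 to 7 genes for cluster IV, 1 to 4 genes for cluster V and 1 to 5 genes for cluster VI. These clusters hold few genes. The members of the list specific superoxide down called the same way at any time point ran from 1 to 2. The members of the list specific singlet oxygen down called the opposite way at any time point ran from 1 to 4. The number of affected genes stayed within 1.5 times throughout, from 394 to 511 at 30 min, 1769 to 1839 at 1 h and 3803 to 4362 at 9 h, but the genes themselves changed more at 30 min: between 69.1 and 81.9 % of the genes affected at 30 min were called without an array of that time point, against 91.3 to 93.7 % at 1 h and 89.1 to 94.5 % at 9 h.

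Of 1623 log2 ratios of the genes named or listed, at least 1571 kept direction and call under each setting with all arrays, except that the dim filter gave a value for only 1617 and kept 1613. The call was lost most often with normexp and with each time point fitted alone, 23 and 23 values, and gained most often with the processed signal, 34 values against 18 lost. With an array left out, 8 to 24 of at most 541 values of its time point lost the call and 2 to 11 gained one. The 1 reversed value is that of AtTN8 (At1g72910) at 9 h, -0.04 and not called, which became 1.11 (adjusted p = 0.0181) without ITC 9 h replicate 2 and -1.19 without ITC 9 h replicate 1, since its ITC arrays of 9 h lie far apart.

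The replicate numbers of ITC and mock arrays could mark pairs. With the replicate block 411, 1735 and 3994 genes were affected at 30 min, 1 h and 9 h, and all 21 list shifts were called; there were 1 gene in cluster V (from 3) and 2 genes in cluster VI (from 4). Across genes, the deviations of the arrays that share a number correlated at -0.147, -0.0522 and 0.152, so the arrays show no pairing common to the time points. The block takes 3 of the 6 residual degrees of freedom, and a call lost under it is not a weaker effect.

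Signal over background limits what can be said of dim genes. Of the affected genes, 5, 110 and 338 at 30 min, 1 h and 9 h had in each probe a dimmer group not well above background or a brighter group at saturation, so that the size of their ratios is not fixed by the signal. The gene with the largest ratio at 9 h, HSP21-P (At4g27670), and that with the lowest at 30 min, At2g44240, are among them.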

Differences from the paper's values

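The paper gives log2 ratios in its text and supplementary tables. The 62 values compared from its text also include counts and shares. These were held to the limit for counts and shares given above, not to an SD. Of the 62 values 1 differed, a median log2 ratio, by more than the SD between replicates. Of the 395 log2 ratios in the tables, 20 differed by more than that SD. For the log2 ratios both sides are on a log2 scale. For the median log2 ratio of genes down at 30 min the paper gives -1.40, and here it was -1.26; it lay within the replicate SD of the paper's value with the processed signal and without mock 30 min replicate 1, and not with the other alternatives. For the same genes the paper gives a mean of -1.25, and here the mean was -1.39, so that each of the values here lies nearer to the other of the paper's.

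No alternative set before the data were examined brought these values within that SD: At1g02090 at 1 h, the paper's 1.487 and here 1.33 (Additional file 4A); At1g14200 at 1 h, the paper's 3.885 and here 4.08 (Additional file 2B); At1g14200 at 9 h, the paper's 3.752 and here 4.30 (Additional file 2B); At1g26800 at 30 min, the paper's 2.159 and here 0.20 (Additional file 2B); At1g26800 at 9 h, the paper's 4.251 and here 3.80 (Additional file 2B); At1g74310 at 1 h, the paper's 4.459 and here 5.08 (Additional file 4A); At1g74310 at 9 h, the paper's 5.876 and here 7.70 (Additional file 4B); At2g32140 at 1 h, the paper's 4.214 and here 5.01 (Additional file 4A); At2g32140 at 9 h, the paper's 3.895 and here 4.60 (Additional file 4B); At5g14940 at 9 h, the paper's -1.958 and here -2.41 (Additional file 4D); At5g25450 at 1 h, the paper's 3.065 and here 4.92 (Additional file 4A). For At5g25450 the setting without mock 1 h replicate 1 gave no value. For At1g14200 and At1g26800, the paper's 2B values at 1 h, 3.885 and 4.038, stand in 4A for the other of these genes, and likewise those at 9 h, 3.752 and 4.251, in 4B. At 30 min, where 2B gives a value for At1g26800, At1g14200 had 2.17 here.

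For At1g07500 at 9 h, the paper's 7.503 and here 7.68 (Additional file 2B and 4B), the values lay within the replicate SD with the plain mean of probes, the test per probe and weight 1 for all spots. For At3g07150 at 9 h, the paper's 6.45 and here 6.53 (Additional file 4B), the values lay within the replicate SD with the deposited table and without ITC 9 h replicate 1. For At3g17110 at 9 h, the paper's 1.73 and here 1.40 (Additional file 4B), the values lay within the replicate SD with the mean signal scaled to its 75th percentile, the plain mean of probes, the test per probe, weight 1 for all spots and without mock 9 h replicate 1. For At4g15420 at 1 h, the paper's 2.224 and here 2.35 (Additional file 4A), the values lay within the replicate SD with normexp, the plain mean of probes, the test per probe, weight 1 for all spots, without ITC 1 h replicate 1 and without mock 1 h replicate 1. For At5g03380 at 9 h, the paper's 1.858 and here 1.63 (Additional file 2B and 4B), the values lay within the replicate SD with the mean signal scaled to its 75th percentile, the processed signal, without ITC 9 h replicate 2 and without mock 9 h replicate 1. For At5g04410 at 9 h, the paper's 1.945 and here 1.79 (Additional file 4B), the values lay within the replicate SD with the mean signal scaled to its 75th percentile and without ITC 9 h replicate 2. For At5g66090 at 9 h, the paper's 1.536 and here 1.63 (Additional file 2B), the values lay within the replicate SD with the deposited table, without ITC 9 h replicate 2 and without mock 9 h replicate 1. The other alternatives did not bring these values within that SD.

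The paper shows RPP4 (At4g16860) as not affected at 30 min in Fig. 11; here the log2 ratio was 1.00 (adjusted p = 0.000906), called up, and the paper's call was reached with the processed signal, normexp, the mean signal scaled to its 75th percentile and 2 of 4 leave-outs. The paper shows AtTX14 (At2g32140) as not affected at 30 min in Fig. 11; here the log2 ratio was 1.104 (adjusted p = 0.0319), called up, and the paper's call was reached with the processed signal, normexp, each time point alone and 3 of 4 leave-outs. The paper shows PR1 (At2g14610) as not affected at 30 min in its text; here the log2 ratio was -2.72 (adjusted p = 0.00974), called down, and the paper's call was reached with the processed signal and 2 of 4 leave-outs. The paper shows AtMC8 (At1g16420) as upregulated at 30 min in Fig. 12; here the log2 ratio was 1.18 (adjusted p = 0.0707), not called, and the paper's call was reached with normexp, the dim filter and the replicate block. The paper shows NIA1 (At1g77760) as downregulated at 1 h in its text; here the log2 ratio was -0.89 (adjusted p = 0.000527), not called, and the paper's call was reached with 1 of 4 leave-outs. The paper shows FRK1 (At2g19190) as downregulated at 1 h in Fig. 10; here the log2 ratio was -1.27 (adjusted p = 0.0655), not called, and the paper's call was reached with the dim filter and 1 of 4 leave-outs. The paper shows At1g53350 as upregulated at 1 h in Fig. 11; here the log2 ratio was 0.96 (adjusted p = 3.16e-05), not called, and the paper's call was reached with the deposited table and 2 of 4 leave-outs. The paper shows MYB122 (At1g74080) as downregulated at 9 h in Fig. 5; here the log2 ratio was -1.08 (adjusted p = 0.172), not called, and the paper's call was reached with 1 of 4 leave-outs. The paper shows HSP70-11/BIP1 (At5g28540) as upregulated at 9 h in Fig. 8; here the log2 ratio was 0.92 (adjusted p = 2.38e-05), not called, and the paper's call was reached with the processed signal, the mean signal scaled to its 75th percentile and 1 of 4 leave-outs. The paper shows At5g17680 as upregulated at 9 h in Fig. 11; here the log2 ratio was 0.996 (adjusted p = 9.94e-05), not called, and the paper's call was reached with the processed signal, the deposited table and 2 of 4 leave-outs. The paper shows AtTN7 (At1g72900) as not affected at 9 h in Fig. 11; here the log2 ratio was 1.05 (adjusted p = 0.00389), called up, and the paper's call was reached with weight 1 for all spots, the plain mean of probes, the test per probe and 1 of 4 leave-outs. The paper shows PR1 (At2g14610) as not affected at 9 h in its text; here the log2 ratio was -2.19 (adjusted p = 0.00971), called down, and the paper's call was reached with 1 of 4 leave-outs. The paper shows AtMC2 (At4g25110) as downregulated at 9 h in Fig. 12; here the log2 ratio was -0.98 (adjusted p = 0.00443), not called, and the paper's call was reached with the processed signal, the mean signal scaled to its 75th percentile and 1 of 4 leave-outs.

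Of the genes that the paper's Additional file 3B gives as downregulated, 1874 are on the array, and 1794 were called here, or 95.4 % of that list. Another 108 genes were called only here and 86 only in the paper.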

Other observations

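The tests of the salicylic acid markers and of the JAZ genes were chosen only after the results were seen, as was the choice to leave out members named in the paper and to ask that camera and fry both call a set. Single members are named below because they were called, which was seen first.

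The paper reports that auxin-induced genes fell among the genes shared with the cytosolic protein response. A fall of the whole SAUR family was tested as an explanation. The 70 SAUR genes that the paper and its tables do not name had a median log2 ratio of -0.58 at 1 h (camera, adjusted p = 8.39e-05; fry, adjusted p = 2.30e-05) and -0.60 at 9 h (camera, adjusted p = 0.000116), with 25 called down and 3 up at 1 h. The median lay below both mock arrays on both ITC arrays at either time point, and between -0.65 and -0.50 at 1 h with an array left out. Over the other tests the adjusted p at 1 h ran from 4.17e-06 with the processed signal to 0.281 with the estimated correlation, where the set was not called. For all 80 SAUR genes camera gave 1.06e-06 at 1 h and 1.78e-05 at 9 h. The values are consistent with a fall of much of the family, not only of the genes shared with that response, as a hypothesis. For the IAA family the same test left the question open. The 23 IAA genes not named had medians of -0.26 and -0.37 at 1 h and 9 h, not called by camera (adjusted p = 0.247 and 0.0935) but called by fry (0.0047 and 9.91e-05), and for all 24 IAA genes camera gave 0.15 and 0.063.

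A broader loss of leaf functions at 9 h, as an explanation of the fall of glucosinolate biosynthesis genes, was tested on 15 LHCA and LHCB genes. None was called down at 9 h and 1, LHCB4.3 (At2g40100), was called up, at 1.44. Their median was -0.07 and their mean 0.00 (camera, adjusted p = 0.83), the median lay between -0.23 and 0.03 with an array left out, and camera gave the direction down with the mean signal and up with the processed signal. 12 of the genes lay below 0. A median near 0 over members that go both ways decides nothing, so that a small fall of these genes stays open; other leaf functions were not tested.

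PR1, called down at 30 min, had a large spread between replicates (SE 0.52). An early fall of genes induced by salicylic acid was tested on 6 markers listed before their values were read. 5 of them lay below 0 at 30 min and 1, NIMIN-2 (At3g25882), was called, at -1.46. The median was -0.67 (camera, adjusted p = 0.063; fry, adjusted p = 0.0831), between -1.16 and -0.36 with an array left out, and it lay below both mock arrays on 1 of the 2 ITC arrays. The set is small and its values scatter, so that such a fall cannot be told apart from chance. A fall of the JAZ family as a whole at 30 min stays open. JAZ7 (At2g34600) and JAZ10 (At5g13220), from which the question arose, were called down at 30 min, at -2.48 and -1.98, and the test left them out, so that it cannot exclude such a fall. Of the other 8 JAZ genes 5 lay below 0. JAZ8 (At1g30135) was called down, at -1.53, and JAZ1 (At1g19180) up, at 1.09, with a median of -0.35 (camera, adjusted p = 0.525) that ranged from -0.55 to -0.07 with an array left out and lay below both mock arrays on both ITC arrays. At 1 h and 9 h their medians, -0.06 and -0.14, and means, 0.38 and 0.11, differ in sign.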
